# Robust elimination of genome-damaged cells safeguards against brain somatic aneuploidy following *Knl1* deletion

**DOI:** 10.1038/s41467-019-10411-w

**Published:** 2019-06-13

**Authors:** Lei Shi, Adel Qalieh, Mandy M. Lam, Jason M. Keil, Kenneth Y. Kwan

**Keywords:** Neural progenitors, Neural stem cells

## Abstract

The brain is a genomic mosaic shaped by cellular responses to genome damage. Here, we manipulate somatic genome stability by conditional *Knl1* deletion from embryonic mouse brain. *KNL1* mutations cause microcephaly and KNL1 mediates the spindle assembly checkpoint, a safeguard against chromosome missegregation and aneuploidy. We find that following *Knl1* deletion, segregation errors in mitotic neural progenitor cells give rise to DNA damage on the missegregated chromosomes. This triggers rapid p53 activation and robust apoptotic and microglial phagocytic responses that extensively eliminate cells with somatic genome damage, thus causing microcephaly. By leaving only karyotypically normal progenitors to continue dividing, these mechanisms provide a second safeguard against brain somatic aneuploidy. Without *Knl1* or p53-dependent safeguards, genome-damaged cells are not cleared, alleviating microcephaly, but paradoxically leading to total pre-weaning lethality. Thus, mitotic genome damage activates robust responses to eliminate somatic mutant cells, which if left unpurged, can impact brain and organismal fitness.

## Abstract (web summary)

The brain is a genomic mosaic shaped by somatic mutations and cellular responses that correct or purge these mutations. Here, by manipulating genome stability during embryonic brain development, authors revealed robust mechanisms that eliminate cells with genome damage from the brain, and the consequences of leaving somatic mutants unpurged

## Introduction

Maintenance of genome stability across divisions is essential to proliferating cells. In embryonic cerebral cortex, neurons and glia are generated by neural progenitor cells (NPCs) via successive rounds of cell divisions^1,2^. Somatic mutations inevitably arise during DNA synthesis and chromosome segregation, and their impact is alleviated by DNA repair, cell cycle checkpoints, and elimination of cells with genome damage^3,4^. Left uncorrected or unpurged, these mutations lead to somatic mosaicism^5,6^. The adult human brain harbors multiple types of somatic mosaic mutations, including aneuploidy^7–10^. Emerging evidence suggests that somatic mutations can contribute to brain disorders^11,12^. However, the mechanisms that curtail the propagation of brain somatic mutations, and the consequence of their impairment, remain incompletely understood.

Here, we generated a conditional allele of *Knl1* to manipulate genome stability in embryonic mouse brain, and leveraged this model to study the consequences of somatic genome instability in vivo. KNL1 (formerly CASC5 or BLINKIN) is a kinetochore component required for the spindle assembly checkpoint (SAC), which safeguards correct chromosomal segregation during mitosis^13,14^. In the presence of chromosomes unattached to microtubules, KNL1 functions as a scaffold for the assembly of the mitotic checkpoint complex, a potent inhibitor of anaphase. Upon secure attachment of all chromosomes, SAC is deactivated, and anaphase proceeds. In the absence of the KNL1-BUB3-BUB1 pathway, the ROD-ZWILCH-ZW10 pathway can activate SAC in response to unattached kinetochores, but SAC is deactivated prematurely, resulting in segregation errors^15^. Disruption of KNL1-BUB3-BUB1 components thus leads to numerical (whole chromosome) aneuploidy^7,14,16,17^.

Human mutations in *KNL1* are associated with autosomal recessive primary microcephaly (OMIM 604321)^18–21^. Previous studies of microcephaly have converged on mechanisms involving centrosome dysfunction^22^. *KNL1* is part of the emerging genetic data implicating altered SAC function in microcephaly^19,23^. However, the predicted outcome of SAC disruption, aneuploidy, is not particularly lethal to neural cells and has been reported to be prevalent in normal brain^24,25^. Aneuploidy, therefore, may not be the singular underlying cause of severe microcephaly in patients with *KNL1* mutations.

We find in mice that conditional deletion of *Knl1* from mitotic cortical NPCs leads to frequent chromosome segregation errors. The resulting missegregated chromosomes carry DNA damage in the form of double strand breaks (DSBs). Likely independently of aneuploidy, this DNA damage triggers rapid p53-dependent apoptotic and downstream microglial phagocytic responses that extensively eliminate the cells with chromosome missegregation. By leaving only karyotypically normal NPCs to continue dividing, these p53-dependent mechanisms provide a second safeguard against brain somatic aneuploidy in addition to the SAC. Applied en masse following *Knl1* deletion, however, they cause massive cell loss and severe microcephaly. In the absence of both *Knl1* and p53 safeguards against aneuploidy, genome-damaged cells are not eliminated from the brain. Paradoxically, this accumulation of somatic mutant cells, despite partially alleviating microcephaly, results in complete pre-weaning lethality. Our work thus unravels robust cellular processes in embryonic brain for eliminating cells with severe genome damage, which if left unpurged, can affect brain function and organismal fitness.

## Results

### *Knl1* deletion led to cortical NPC loss and microcephaly

Consistent with KNL1 function in the SAC^13,14^, publicly available single-cell RNA-seq^26,27^, and in situ hybridization^28^ data from embryonic cortex showed *Knl1* expression in proliferating NPCs in the germinal zones, the ventricular zone (VZ) and subventricular zone (SVZ), but not in post-mitotic neurons, and bulk RNA-seq^29,30^ showed forebrain *Knl1* expression throughout neurogenesis (Supplementary Fig. 1a). Constitutive deletion of *Knl1* in mice led to lethality on embryonic day (E)6 (MGI Ref. ID: J:175597). We recovered a conditional-ready lacZ reporter *Knl1* allele (*Knl1*^*tm1a*(EUCOMM)Hmgu^; Supplementary Fig. 1b) from frozen spermatozoa. LacZ reporter expression was confirmed in E15.5 cortex (Supplementary Fig. 1c), and *Knl1* conditional allele (*Knl1*^*fl/fl*^) was generated by crossing with Flpo recombinase mice to remove the lacZ cassette.

To conditionally delete *Knl1*, we used *hGFAP-Cre*, a transgenic line that mediates Cre recombination in cortical NPCs starting at E12.5^31^. *Knl1*^*fl/fl*^;*hGFAP-Cre* (cKO) mice were viable at birth. On postnatal day (P)4 (Fig. 1a, b), compared to control (ctrl), cKO mice exhibited a 40% decrease in cortical area (ctrl, 21 ± 1.0 mm^2^; cKO, 13 ± 0.8mm^2^, mean ± s.e.m, *p* = 1.3E−3, two-tailed unpaired *t*-test) and a 32% decrease in cortical plate (CP) thickness (ctrl, 947 ± 9.1 µm; cKO, 643 ± 12.1 µm, *p* = 2.05E−5), consistent with microcephaly in patients with *KNL1* mutations. *Knl1* cKO mice were smaller in size and exhibited subviability, with ~75% survival at weaning (P21) and ~50% survival at P150 (*n* = 11 animals; Fig. 1c).

**Fig. 1:**
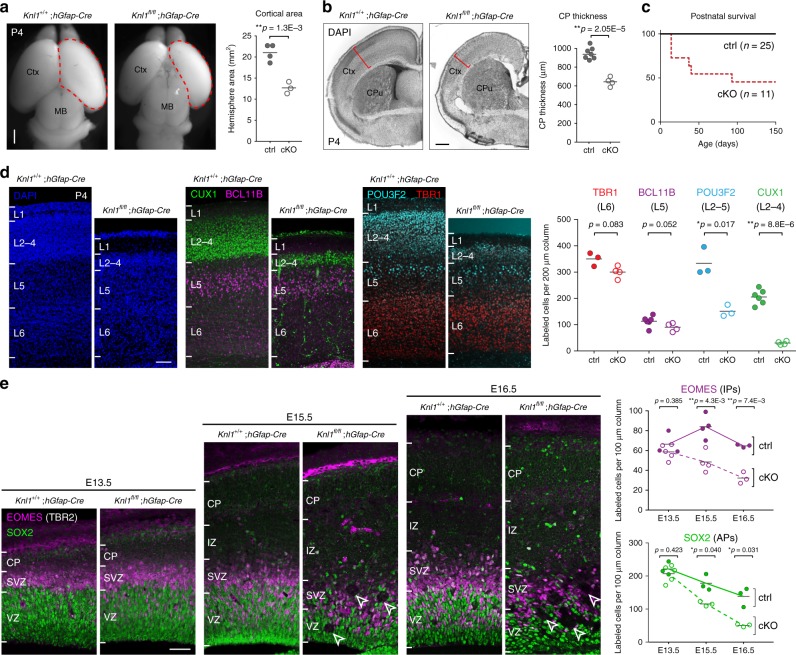
*Knl1* conditional deletion from cortical NPCs led to microcephaly and NPC loss. **a** Dorsal view of *Knl1*^*+l+*^;*hGFAP-Cre* and *Knl1*^*fl/fl*^;*hGFAP-Cre* (cKO) P4 brain. Cortical area was significantly reduced in cKO compared to littermate control (ctrl) (mean, two-tailed unpaired *t-*test, ctrl: *n* = 4, cKO: *n* = 3 animals, scale bar: 1 mm). **b** DAPI staining in coronal section of *Knl1*^*+l+*^;*hGFAP-Cre* and *Knl1*^*fl/fl*^;*hGFAP-Cre* (cKO) P4 brain. Cortical plate (CP) thickness was significantly reduced in cKO compared to ctrl (mean, two-tailed unpaired *t-*test, ctrl: *n* = 7, cKO: *n* = 4 animals, scale bar: 500 µm). **c** Postnatal survival analysis showed reduced survival in cKO (*n* = 11) compared to ctrl (*n* = 25 animals). **d** Cortical layer marker analysis at P4 revealed no significant change in BCL11B+ (L5, magenta) or TBR1+ (L6, red) neurons but a significant reduction in number of CUX1+ (L2–4, green) and POU3F2+ (L2–5, cyan) neurons in cKO compared to ctrl (mean, two-tailed unpaired *t-*test, TBR1, ctrl: *n* = 3, cKO: *n* = 4, BCL11B, ctrl: *n* = 6, cKO: *n* = 4, POU3F2, ctrl: *n* = 3, cKO: *n* = 3, CUX1, ctrl: *n* = 6, cKO: *n* = 4 animals, scale bar: 100 µm). **e** NPC marker analysis of E13.5 cortex revealed no significant change in cKO. At E15.5 and E16.5, SOX2+ apical progenitors (APs, green) and EOMES+ intermediate progenitors (IPs, magenta) were significantly reduced in number in cKO (mean, two-tailed unpaired *t-*test, EOMES E13.5, ctrl: *n* = 3 cKO: *n* = 5, E15.5, ctrl: *n* = 4, cKO: *n* = 4, E16.5, ctrl: *n* = 3, cKO: *n* = 3, SOX2 E13.5, ctrl: *n* = 3, cKO: *n* = 5, E15.5, ctrl: *n* = 3, cKO: *n* = 3, E16.5, ctrl: *n* = 3, cKO: *n* = 3 animals, scale bar: 50 µm). Aberrant gaps in immunolabeling (arrowheads) were observed in cKO. MB midbrain, CPu caudate putamen, IZ intermediate zone

To investigate neuronal subtypes in cKO brain, we analyzed cortical layer markers^1^. At P4, TBR1-expressing layer (L)6 and BCL11B(CTIP2)-expressing L5 neurons were not significantly altered in number or laminar location (Fig. 1d). However, POU3F2-expressing L2–5 neurons were reduced by 55% (ctrl, 334 ± 31.2; cKO, 151 ± 12.8 per 200 µm column, *p* = 0.017, two-tailed unpaired *t*-test) and CUX1-expressing L2–4 neurons were reduced by 85% (ctrl, 206 ± 11.5; cKO, 30 ± 3.2 per 200 µm column, *p* = 8.8E−6). Agenesis of the corpus callosum was observed in cKO (Supplementary Fig. 1d). Thus, layer cell fates were specified following *Knl1* deletion, but upper layer (L2–4) neurons were selectively reduced, whereas deep layer (L5–6) neurons were not significantly affected.

In cortical neurogenesis, NPCs give rise first to deep layer neurons, then upper layer neurons^1^. The loss of late-born upper layer neurons is consistent with a progressive decrease in NPCs. We therefore analyzed NPCs at E13.5, E15.5, and E16.5. SOX2-expressing apical progenitors (APs) and EOMES(TBR2)-expressing intermediate progenitors (IPs) showed stage-dependent reductions in number, each exhibiting a significant loss by E15.5 (Fig. 1e) and a >50% reduction by E16.5 (EOMES: ctrl, 65 ± 0.9; cKO, 32 ± 3.3 per 200 µm column, *p* = 7.4E−3, SOX2, ctrl, 138 ± 16.6; cKO, 51 ± 2.1, *p* = 0.031, two-tailed unpaired *t*-test). Thus, deletion of *Knl1* led to progressive loss of NPCs. In E16.5 cKO cortex, some SOX2+ NPCs were positioned outside VZ and SVZ, suggesting a disorganization of embryonic cortical layering.

In addition to *hGFAP-Cre*, we conditionally deleted *Knl1* using *Emx1-Cre*^32^, which mediates Cre recombination in cortical NPCs starting at E10.5. Earlier *Knl1* deletion by *Emx1-Cre* led to microcephaly more severe than *hGFAP-Cre* (Supplementary Fig. 1e) and a loss of both deep and upper layer neurons (Supplementary Fig. 1f). This increased phenotypic severity is consistent with a progressive loss of NPCs following *Knl1* deletion and a requirement for *Knl1* by NPCs during both early and late neurogenesis. Together, these results suggested that *Knl1* deletion impaired NPC proliferation, survival, or maintenance.

### *Knl1* deletion led to rapid and robust apoptosis

To determine whether apoptosis contributed to NPC loss, we analyzed cleaved caspase 3 (CC3). Widespread CC3 labeling was observed in E15.5 cKO cortex, whereas only rare instances were found in littermate controls (Fig. 2a and Supplementary Fig. 2a). Consistently, DAPI DNA staining revealed an abundance of pyknotic nuclei, a condensation of chromatin and hallmark of apoptosis rarely found in controls (Fig. 2b and Supplementary Fig. 2b). In cKO, pyknotic nuclei showed a stereotyped clustering (arrowheads; Fig. 2b).

**Fig. 2:**
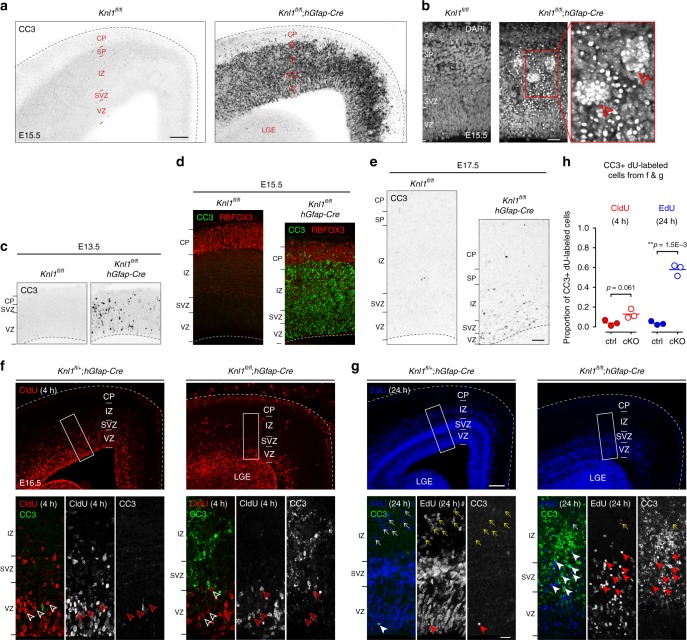
Robust and rapid apoptosis following *Knl1* deletion. **a** Cleaved Caspase 3 (CC3) immunostaining showed extensive apoptosis in E15.5 cKO cortex (scale bar: 100 µm). **b** DAPI staining revealed an abundance of pyknotic nuclei in E15.5 cKO cortex (scale bar: 50 µm). Many pyknotic nuclei exhibited a stereotyped clustering (arrowheads). **c** CC3 immunostaining showed that apoptosis was present in E13.5 cKO cortex, one day after the onset of *hGFAP-*Cre-mediated *Knl1* deletion at E12.5. **d** At E15.5, near the peak of neurogenesis, CC3 staining (green) was extensive in cortical VZ, SVZ, and intermediate zone (IZ), but largely absent from RBFOX3+ (NeuN+) cortical plate (CP) neurons (red) in cKO. **e** By E17.5, CC3 staining showed only a moderate increase in cKO compared to ctrl (scale bar: 50 µm). **f**, **g** Analysis of E16.5 cortex following a 4-h pulse of CldU (red) and a 24-h pulse of EdU (blue, scale bar: 100 µm). CC3 staining (green) showed no apoptosis in CldU+ cells (open arrowheads) in ctrl or cKO, but revealed extensive apoptosis in EdU+ cells (solid arrowheads) in cKO. EdU+ migrating neurons (yellow arrows) were present in the IZ of ctrl but largely absent from cKO (inset scale bar: 20 µm). **h** Quantification of CC3 colocalization with CldU or EdU (mean, two-tailed unpaired *t-*test, *n* = 3 animals). LGE lateral ganglionic eminence, h hours

We next analyzed the progression of apoptosis in cKO. At E13.5, within one day of *hGFAP-Cre* onset^31^, CC3 was already increased in cortical wall, which at this age was mostly composed of NPCs, suggesting that apoptosis rapidly followed *Knl1* deletion from NPCs (Fig. 2c). At E15.5, near the peak of neurogenesis, CC3 was abundantly present in the germinal zones and intermediate zone (IZ), but was largely absent from CP, where RBFOX3(NeuN)-positive neurons had settled after migration (Fig. 2d). By E17.5, near the end of neurogenesis, CC3 staining was only marginally increased (Fig. 2e).

To assess the timing of apoptosis, we tracked NPC using a dual pulse of thymidine analogs 5-ethynyl-2′-deoxyuridine (EdU) and 5-chloro-2′-deoxyuridine (CldU) (Fig. 2f, g), which are incorporated into DNA in S-phase. CldU was given at E16.5, 4 h prior to analysis to label cells that recently entered S-phase. In cKO, CldU-labeled NPCs entered S-phase in VZ and SVZ, similar to littermate controls (open arrowheads, Fig. 2f). CldU+ nuclei in cKO were morphologically healthy and did not show significantly increased colocalization with CC3 compared to ctrl (Fig. 2h). Thus, following *Knl1* deletion, NPCs were able to enter S-phase and did not immediately undergo apoptosis. EdU was given at E15.5, to track cells that entered S-phase 24 h prior to analysis. In contrast to CldU, a majority of EdU+ cells had become apoptotic within 24 h of S-phase in cKO (solid arrowheads, Fig. 2g), with 58 ± 3.2% of EdU+ cells showing colocalization with CC3 compared to 4 ± 1.1% in control (Fig. 2h). To assess cell cycle progression, we used phospho-histone H3 (pHH3) staining to label M-phase cells and a 4-h pulse of CldU to label S-phase cells. This showed that per S-phase cell, the number of cells in M-phase was significantly increased by 2.7-fold in cKO (M-phase/S-phase ratio: ctrl, 7 ± 0.6%; cKO, 19 ± 0.3%, *p* = 0.036, two-tailed unpaired *t*-test, Supplementary Fig. 2c). The increase in pHH3+ cells was present by E13.5 (Supplementary Fig. 2d). This suggested that in cKO, a significantly increased proportion of cells was unable to progress normally through M-phase, which is in agreement with a recent in vitro study of a patient *KNL1* mutation^33^. Consistent with incompletion or delayed completion of mitosis, cKO cells largely failed to become post-mitotic neurons 24 h after S-phase. In control, many cells labeled with a 24 pulse of EdU were present in the IZ (yellow arrows, Fig. 2g), a region containing newly post-mitotic neurons migrating to the CP. In cKO, however, EdU-labeled cells largely failed to enter the IZ (Fig. 2g and Supplementary Fig. 2e). Together, these data revealed that cKO NPCs largely failed to complete mitosis or become migrating neurons within 24 h of S-phase, and a majority underwent apoptosis.

### *Knl1* deletion led to DNA damage and p53 activation in NPCs

Apoptosis is controlled by multiple regulatory mechanisms, including transcriptional regulation^34^. To gain insights into potential transcriptional mechanisms underpinning apoptosis in *Knl1* cKO, we performed transcriptome analysis. We reasoned that although apoptosis activates mRNA decay^35^, the initial transcriptional events that trigger apoptosis, and potential population changes in the transcriptome, can be detectable. We generated unique molecular identifier (UMI) RNA-seq libraries by Click-seq^36^ of cKO and littermate control cortices at E15.5, the peak of apoptosis in cKO. 

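RNA-seq counts were analyzed from the E15.5 cortex of 11 mice, of which 4 were cKO and 7 were ctrl. In cKO, *hGFAP-Cre* deletes *Knl1* in cortical NPCs. Of the ctrl mice, 5 were wild type for *Knl1* and 2, T4 and T5, were heterozygous. The ctrl mice are named 2, 6, S1, S3, T3, T4 and T5, and the cKO mice 5, 7, S2 and F3. For cKO mouse S2 there were 2 libraries, and their counts were added together and used as 1 sample. Over the 13658 genes with at least 10 counts in this pair, the chi-square statistic per degree of freedom was 1.14, against 3.56 to 27.4 for the other pairs of cKO libraries. Libraries were made in 3 batches. Batch 1 held 3 cKO and 3 ctrl mice, batch 2 held 1 ctrl mouse, and batch 3 held 1 cKO mouse (F3) and 3 ctrl mice. The total count per mouse was between 399832 and 3266227 in ctrl, with a median of 1021502, and between 4178461 and 8800987 in cKO, with a median of 5130760. Every cKO mouse therefore had a higher total than every ctrl mouse. Levels are given as CPM, counts scaled to the total of each mouse and adjusted by TMM normalization. Without the TMM adjustment, the smallest level that 3 counts can show was 7.50 CPM in the ctrl mouse with the fewest counts. It was 0.341 CPM in the cKO mouse with the most. These floors cover counting error only. *Knl1* (ENSMUSG00000027326) lies on chromosome 2 of GRCm38 from 119047119 to 119105501. Its level in ctrl mice 2, 6, S1, S3, T3, T4 and T5 was 48.7, 49.1, 68.4, 72.2, 72.4, 80.0 and 48.9 CPM. In cKO mice 5, 7, F3 and S2 it was 51.8, 50.5, 50.0 and 80.4 CPM, S2 being far from the other 3. The ctrl littermates of S2, S1 and S3, were at 68.4 and 72.2 CPM. The log fold change of *Knl1* in cKO versus ctrl, on the log2 scale, was −0.13 (standard error 0.18, edgeR FDR of 1). Within batch 1 it was 0.11 (FDR of 1), and with litter as a covariate it was 0.12. Over the 11 fits that left out 1 mouse, the log fold change went from −0.33 without cKO mouse S2 to −0.039 without cKO mouse 7. The smallest unadjusted p of these fits was 0.0415 (edgeR likelihood ratio test). The counts cover the whole gene and all cells of the cortex, and no change in *Knl1* reached an FDR below 0.05 in them.

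**Figure D1:**
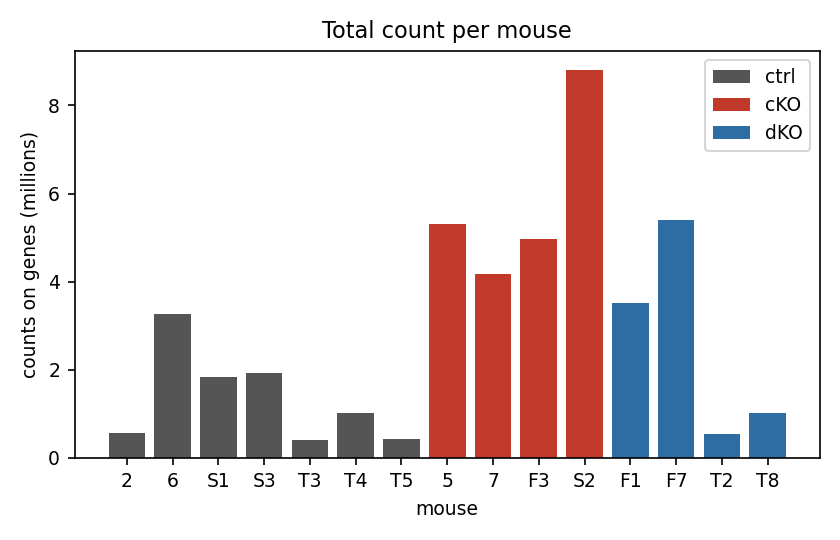
Total count on genes for each of the 15 mice, colored by genotype. The bars of the 4 cKO mice are all taller than those of the 7 ctrl mice, whose highest total was 3266227 counts.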

In Click-seq, UMI tagging of individual cDNA molecules enabled de-duplication of PCR-amplified reads. 

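Because reads with the same UMI at the same position were collapsed before counting, each count stands for a molecule of cDNA in place of a PCR copy. The authors deposited, for each library, the number of deduplicated reads that htseq-count assigned to each gene, without normalization. Of the listed genes, 27394 had at least 1 count and 24518 had no count in any of the 16 libraries. Of the gene identifiers, 51633 were matched to the GENCODE annotation of GRCm38. For each comparison the counts of its own groups were fitted with edgeR's negative binomial model, with TMM normalization and likelihood ratio tests. The FDR was calculated by the Benjamini–Hochberg procedure over all listed genes. The paper names edgeR, likelihood ratio tests and the Benjamini–Hochberg procedure, and its text does not name the normalization, a filter on low counts or covariates. Levels are given as CPM scaled by TMM, as mean ± SD over mice, and log fold changes are on the log2 scale.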

Analysis of ERCC spike-in RNA standards revealed excellent quantification within a dynamic range that covered essentially all analyzed genes (Supplementary Fig. 3a). 

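At an FDR below 0.05, 83 genes differed between cKO and ctrl, of which 30 were higher and 53 lower in cKO. At an unadjusted p below 0.05 there were 2441 genes. Of the 83 genes, 60 were protein-coding and 11 were annotated as pseudogenes, 10 of them lower in cKO. The count ranged widely with the processing. Leaving out cKO mouse S2 gave 373 genes, 204 higher and 169 lower in cKO. Using only batch 1, with 3 cKO and 3 ctrl mice, gave 13, of which 6 were higher and 7 lower. The quasi-likelihood F test gave 189 higher and 163 lower, and RLE size factors 23 higher and 73 lower. The excess of lower genes was therefore not kept in every fit. With batch as a covariate there were 77, with sex 113 and with litter 120. The 3 genes with the smallest p among those higher in cKO were *Ano3*, *Eda2r* and *Pvt1*. Among those lower in cKO they were *Ltbp1*, *Eomes* and *Gm9825*. *Ltbp1* (ENSMUSG00000001870, chromosome 17 of GRCm38, from 75005568 to 75392512) was at 137 ± 40.3 CPM in ctrl (SD, n = 7) and 53.8 ± 12.0 CPM in cKO (SD, n = 4). Its log fold change was −1.36 (standard error 0.20, edgeR FDR = 7.9e-07), and −1.53 within batch 1 (FDR = 3.7e-08). Ctrl mouse S1, at 67.9 CPM, was far from the other ctrl mice, which were between 129 and 204 CPM. *Gm9825* (ENSMUSG00000096403, chromosome 6, from 7982541 to 7983383) is annotated as a processed pseudogene and had at most 10 counts in any mouse. Its log fold change of −3.46 (standard error 0.73, edgeR FDR = 0.00121) rests on these few counts. Over the 11 mice that were not cKO, the mean log2 CPM of the 10 pseudogenes lower in cKO ran against the log10 of the total count (Pearson's r = −0.961, two-sided permutation p = 2.0e-05, Spearman's rho = −0.982, permutation p = 1.0e-05, the smallest that the permutations can give). Without the 2 mice farthest from the median total, r was −0.930. Of this kind 2 relations were computed, and the Benjamini–Hochberg adjusted values were 2.0e-05 for r and 1.0e-05 for rho. The log fold change of *Gm9825* within batch 1 was −2.83 (FDR = 0.294 from edgeR).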

Analysis of differential gene expression using edgeR^37^ revealed a total of 47 differentially expressed genes (68 transcripts including gene models) in cKO with a false discovery rate (FDR) of <0.05, (Fig. 3a, b and Supplementary Table 1). Strikingly, of the 19 upregulated genes, 8 are known to be transcriptionally activated by the tumor suppressor p53, bound at their genomic locus by p53, or both. 

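All 19 genes of Fig. 3b were higher in cKO than in ctrl, with log fold changes between 0.44 and 3.63, and 17 of them were at an FDR below 0.05. *Sp9* (log fold change of 0.70, FDR = 0.0617 from edgeR) and *Fgd3* (0.66, FDR = 0.0703 from edgeR) were not. The 8 genes marked in Fig. 3b as p53 targets were each at an FDR below 0.05. Besides *Ano3*, *Eda2r*, *Pvt1*, *Cdkn1a* and *Ccng1* they were *Map3k20* (0.74, FDR = 0.00652 from edgeR), *Dglucy* (1.24, FDR = 0.0203) and *Trp53cor1* (3.04, FDR = 0.0209). For 5 of the 8, every cKO mouse was above every ctrl mouse. The exceptions were *Dglucy*, *Trp53cor1* and *Ccng1*. *Dglucy* reached 18.7 CPM in ctrl mouse T3, above the 12.0 CPM of the highest cKO mouse (two-sided exact permutation p = 0.170). *Trp53cor1* had at most 14 counts in any mouse, and ctrl mouse T5 was at 2.22 CPM from 1 count. Each of the 11 mice was then left out in turn. Of the 17 genes, 5 stayed at an FDR below 0.05 in all 11 fits, namely *Ano3*, *Eda2r*, *Pvt1*, *Cdkn1a* and *Lcp2*. The other 12 were at an FDR of 0.05 or above in at least 1 fit, and none changed sign. Within batch 1, all 8 p53 targets were again higher in cKO, with *Map3k20* at 0.76 (FDR = 0.108 from edgeR), *Dglucy* at 1.67 (FDR = 0.0193) and *Trp53cor1* at 3.23 (FDR = 0.549).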

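*Ano3* (ENSMUSG00000074968) lies on chromosome 2 of GRCm38 from 110655201 to 110950923, on the minus strand. Its level was 59.1 ± 9.23 CPM in cKO (SD, n = 4) and 15.5 ± 7.96 CPM in ctrl (SD, n = 7), a log fold change of 2.06 (standard error 0.20, FDR = 7.1e-23 from edgeR's likelihood ratio test). Ctrl mouse T5 was at 33.3 CPM, while the other ctrl mice were between 11.3 and 14.2 CPM. *Eda2r* (ENSMUSG00000034457) lies on chromosome X from 97333840 to 97377216, on the minus strand. It rose from 2.19 ± 2.34 CPM in ctrl to 11.8 ± 3.15 CPM in cKO, a log fold change of 2.69 (standard error 0.43, edgeR FDR = 1.1e-08). Its ctrl counts were between 0 and 9 per mouse, so the ctrl level is known less well than that of *Ano3*. *Pvt1* (ENSMUSG00000097039), a long non-coding RNA gene, lies on chromosome 15 from 62037986 to 62378096. Its level was 69.5 ± 11.1 CPM in cKO and 32.5 ± 5.65 CPM in ctrl, a log fold change of 1.13 (standard error 0.16, edgeR FDR = 2.9e-08). For each of the 3 genes, the lowest cKO mouse was above the highest ctrl mouse (two-sided exact permutation p = 0.00303, the smallest that 4 mice against 7 allow). With each mouse left out in turn, the log fold change stayed between 2.00 and 2.23 for *Ano3*, between 2.47 and 3.13 for *Eda2r* and between 1.05 and 1.21 for *Pvt1*. Within batch 1 the log fold changes were 2.28 (FDR = 4.0e-21 from edgeR), 2.65 (FDR = 4.6e-07) and 1.15 (FDR = 5.1e-05) for *Ano3*, *Eda2r* and *Pvt1*.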

Among the top three upregulated genes, *Ano3* is a target of p53 after X-irradiation^38^, *Eda2r* is activated in p53-dependent cell death^39^, and *Pvt1* is induced by p53^40^. Droplet digital RT-PCR (ddRT-PCR) validated upregulation of these genes (Fig. 3c), and showed an increase in *Bbc3* (*Puma*), a well-known p53-dependent mediator of apoptosis (Supplementary Fig. 3b). 

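*Cdkn1a* (ENSMUSG00000023067) lies on chromosome 17 of GRCm38 from 29090976 to 29100727. It was at 1.73 ± 1.87 CPM in ctrl (SD, n = 7), with no count in 3 of the mice, and at 7.99 ± 1.56 CPM in cKO (SD, n = 4). The log fold change was 1.70 (standard error 0.38, edgeR FDR = 0.00366), and every cKO mouse was above every ctrl mouse. *Trp53cor1*, on the opposite strand of the same chromosome from 29057430 to 29079179, lies beside it. *Ccng1* (ENSMUSG00000020326) lies on chromosome 11 from 40748552 to 40755311. It was at 13.3 ± 6.30 CPM in ctrl and 22.8 ± 2.57 CPM in cKO, a log fold change of 0.86 (standard error 0.22, edgeR FDR = 0.0427). Its ctrl mice spread from 5.65 to 23.3 CPM and overlapped the cKO mice, which were between 20.2 and 25.8 CPM (two-sided exact permutation p = 0.0242). With each mouse left out in turn, *Cdkn1a* stayed at an FDR below 0.05 in all 11 fits and *Ccng1* in 4. Within batch 1 the log fold change was 1.85 for *Cdkn1a* (FDR = 0.0926 from edgeR) and 1.02 for *Ccng1* (FDR = 0.184). At an FDR below 0.1 there were 124 genes in all.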

Additional genes at FDR < 0.1 included *Cdkn1a* (also known as p21) and *Ccng1*, which mediate p53-dependent cell cycle arrest. Our analysis also revealed changes in cell type composition. Among downregulated genes were those expressed by cells derived from the *hGFAP-Cre* lineage (e.g. *Eomes*, *Emx1*, Supplementary Table 1), which is consistent with apoptosis of cortical NPCs. 

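*Eomes* (ENSMUSG00000032446), a gene expressed in IPs, lies on chromosome 9 of GRCm38 from 118478212 to 118486132. It was at 73.6 ± 16.4 CPM in ctrl (SD, n = 7) and 35.0 ± 9.48 CPM in cKO (SD, n = 4). The log fold change was −1.13 (standard error 0.18, edgeR FDR = 5.1e-06), and every cKO mouse was below every ctrl mouse. It stayed at an FDR below 0.05 in all 11 fits that left out 1 mouse, and was −1.14 within batch 1 (FDR = 0.00700 from edgeR). *Emx1* (ENSMUSG00000033726) lies on chromosome 6 from 85187438 to 85204462. It was at 37.6 ± 8.25 CPM in ctrl and 21.7 ± 5.54 CPM in cKO, a log fold change of −0.84 (standard error 0.19, edgeR FDR = 0.0194). The groups overlapped, since ctrl mouse 2 was at 23.5 CPM and cKO mouse S2 at 28.1 CPM (two-sided exact permutation p = 0.0182). Only 4 of the 11 fits that left out 1 mouse kept *Emx1* at an FDR below 0.05, and within batch 1 it was at −0.84 (FDR = 0.922 from edgeR). With litter as a covariate it was at −0.82 (FDR = 0.00273 from edgeR), and in litters 1 and 2 every cKO mouse was below every ctrl mouse of its litter. *Neurod6*, which is marked in Fig. 3a, was at 104 ± 27.8 CPM in ctrl and 115 ± 25.0 CPM in cKO, a log fold change of 0.10 (standard error 0.17, edgeR FDR of 1), and −0.059 within batch 1.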

Reduction in *Eomes* was confirmed by ddRT-PCR (Fig. 3c) and consistent with loss of IPs (Fig. 1e). 

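*Gad1* (ENSMUSG00000070880) lies on chromosome 2 of GRCm38 from 70553072 to 70602014. It rose from 119.6 ± 24.1 CPM in ctrl (SD, n = 7) to 182 ± 22.9 CPM in cKO (SD, n = 4), a log fold change of 0.56 (standard error 0.14, edgeR FDR = 0.0408). *Erbb4* (ENSMUSG00000062209) lies on chromosome 1 from 68032186 to 69108059. It rose from 1723 ± 199 CPM to 2581 ± 579 CPM, a log fold change of 0.56 (standard error 0.14, edgeR FDR = 0.0361). For both genes every cKO mouse was above every ctrl mouse. With each mouse left out in turn, *Gad1* stayed at an FDR below 0.05 in 2 of the 11 fits and *Erbb4* in 4. Within batch 1 the log fold change was 0.67 for *Gad1* (FDR = 0.532 from edgeR) and 0.52 for *Erbb4* (FDR of 1). Of the 6 interneuronal genes in Fig. 3b, 4 were at an FDR below 0.05. The log fold changes of all 6 were between 0.56 and 0.70.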

Among upregulated genes were those specific to cells derived from interneuronal lineages unaffected by *hGFAP-Cre* (e.g. *Gad1*, *Erbb4*, Fig. 3b), a reflection of their relative increase following loss of *hGFAP-Cre*-derived NPCs. Together, these data reflected cell type-dependent apoptosis in *Knl1* cKO and supported p53-activated transcription as a pathway towards apoptosis.

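A p53 target score was calculated for each mouse as the mean log2 CPM, with a prior count of 2, of the 8 p53 target genes of Fig. 3b. It was 4.23 ± 0.15 in cKO (SD, n = 4 mice) and 2.73 ± 0.30 in ctrl (SD, n = 7 mice), a difference of 1.50 (two-sided exact permutation p = 0.00303, the smallest that 4 mice against 7 allow; Benjamini–Hochberg adjusted p = 0.0227 over 45 tests of gene sets). All 4 cKO mice were above all 7 ctrl mice. The paper chose these 8 genes from the same mice, so this p-value is descriptive. The alternative that moved the score most was a prior count of 0.5, with a difference of 1.87. Within batch 1 the difference was 1.65 (exact permutation p = 0.1, the smallest that 3 mice against 3 allow), and in batch 3 the only cKO mouse was 1.18 above the mean of the 3 ctrl mice. From the rise of p53 target genes, the loss of transcripts of the *hGFAP-Cre* lineage and the relative rise of interneuronal transcripts, the paper takes its data to reflect apoptosis in cKO that depended on cell type and to support p53-activated transcription as a pathway towards apoptosis.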

**Fig. 3:**
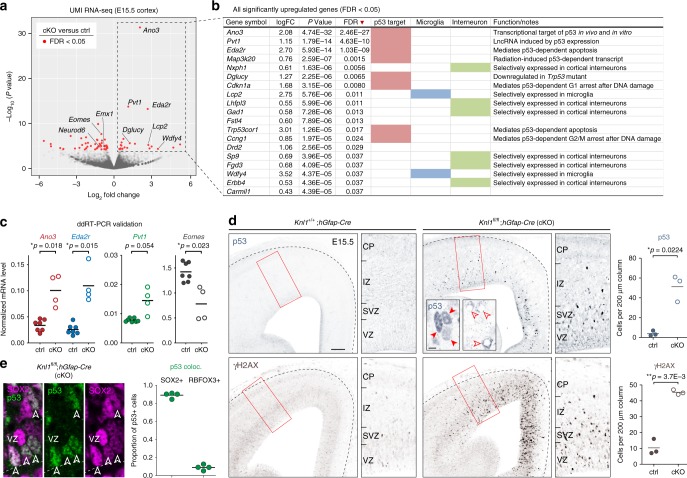
DNA damage and activation of p53 and p53 target genes in *Knl1* cKO brain. **a** Unique molecular identifier (UMI) RNA-seq volcano plot comparing cKO (*n* = 4) to ctrl (*n* = 7 animals) E15.5 cortex. *P*-value was calculated with likelihood ratio tests and false discovery rate (FDR) was calculated using the Benjamini–Hochberg procedure. Differentially expressed genes (FDR < 0.05) are indicated in red. **b** All 19 significantly upregulated genes. p53 target genes (pink), microglial genes (blue), and interneuronal genes (green) are indicated. **c** Droplet digital RT-PCR (ddRT-PCR) validated upregulation of p53 target genes *Ano3*, *Eda2r*, and *Pvt1*, and downregulation of *Eomes* in cKO compared to ctrl (mean, two-tailed unpaired *t-*test, ctrl: *n* = 7, cKO: *n* = 4 animals). **d** Immunostaining of E15.5 cortex revealed significant increases in the number of cells labeled by p53 or DNA damage marker γH2AX in cKO compared to ctrl (mean, two-tailed unpaired *t-*test, *n* = 3 animals, scale bar: 100 µm). p53 was localized to nuclei (solid arrowheads) and present in pyknotic cells (open arrowheads, inset scale bar: 5 µm). **e** Double immunostaining revealed p53 activation in SOX2+ NPCs in E15.5 cKO VZ (arrowheads). The vast majority of cells (89 ± 1.5%) with p53 activation were SOX2+ NPCs (mean, cKO: *n* = 4 animals). coloc. colocalization

In the absence of DNA damage, p53 is targeted by ubiquitin ligase MDM2 for degradation^41^. Following DNA damage, MDM2 is phosphorylated by ATM, which abrogates MDM2 degradation of p53^41^. We immunostained for stabilized p53, and found a 12-fold increase in the number of p53+ cells in cKO (Fig. 3d, ctrl, 4 ± 1.5; cKO, 51 ± 7.8 per 200 µm column, *p* = 0.0224, two-tailed unpaired *t*-test). p53 was localized to nuclei and present in pyknotic cells (Fig. 3d). To assess DNA damage, we immunostained for the histone variant γH2AX. The number of γH2AX+ cells was increased by 4.5-fold in cKO (Fig. 3d, ctrl, 10 ± 2.8; cKO, 45 ± 0.9 per 200 µm column, *p* = 0.0037). Furthermore, cKO brain was characterized by an increase in VZ cells labeled by phospho-(p)KAP1 (TRIM28) (Supplementary Fig. 3c), an ATM substrate and marker of heterochromatic DSBs. Notably, p53+, γH2AX+, or pKAP1+ cells were preferentially located in VZ and SVZ, and largely absent from CP, suggesting that DNA damage and p53 response occurred in NPCs. To directly identify cells with activated p53, we co-stained p53 with SOX2 (APs), EOMES (IPs), or RBFOX3 (neurons) in E15.5 cKO (Supplementary Fig. 3d). The vast majority of p53+ cells were SOX2+ (89 ± 1.5%, Fig. 3e), suggesting that DNA damage and p53 activation occurred in NPCs following *Knl1* deletion. Supporting this, γH2AX and p53 were widespread in cKO VZ by E13.5 (Supplementary Fig. 3e), when the majority of cortical cells were NPCs and preceding massive apoptosis at E15.5. Together, these analyses suggested that DNA damage, acquired in mitotic NPCs, elicited p53-dependent response following *Knl1* deletion.

### Missegregated chromosomes with DNA damage in *Knl1* cKO NPCs

Disruption of SAC components causes chromosome missegregation and numerical aneuploidy^14,16,17^. Aneuploidy, however, can be tolerated by neural cells^24,25^ and does not inevitably lead to p53 activation^42^. Interestingly, errors in segregation can give rise to lagging chromosomes at the cleavage furrow that are prone to DNA damage^42–44^. We reasoned that missegregation-related chromosome damage may be present in *Knl1* cKO. We therefore surveyed mitotic figures at the ventricular surface, where apical NPCs undergo mitosis (Fig. 4a and Supplementary Fig. 4a). In control E15.5 VZ, we found an abundance of anaphase cells, only a minority of which exhibited potential chromosome missegregation. In striking contrast, in cKO, 83.6% of anaphase cells were characterized by lagging or bridged chromosomes (open arrowheads, Fig. 4a, b, ctrl, 8.3 ± 2.87%; cKO, 83.6 ± 3.21%) within the phospho-Vimentin(pVim)-labeled spindle midzone (Fig. 4a and Supplementary Fig. 4b). In addition, micronuclei, which are chromosomes not incorporated into either daughter nuclei and a hallmark of chromosomal instability^45^, were present in mitotic NPCs (solid arrowheads, Fig. 4a). Notably, γH2AX+ foci were consistently found within or near lagging chromosomes and in micronuclei (arrows, Fig. 4c and Supplementary Fig. 4c), and the proportion of metaphases with γH2AX foci was significantly increased in cKO (ctrl, 14 ± 1.2%; cKO, 74 ± 4.4%, Supplementary Fig. 4d). To better visualize chromosomal defects, we used NPC cultures from E15.5 cortices. One day after dissociation, we applied EdU for 12 h to label mitotic NPCs prior to fixation. Using EdU to visualize DNA, we observed an abundance of DNA bridges with γH2AX (Fig. 4d and Supplementary Fig. 4e), which were often localized near the cleavage furrow, suggesting that DNA damage may be associated with cytokinesis^44^.

**Fig. 4:**
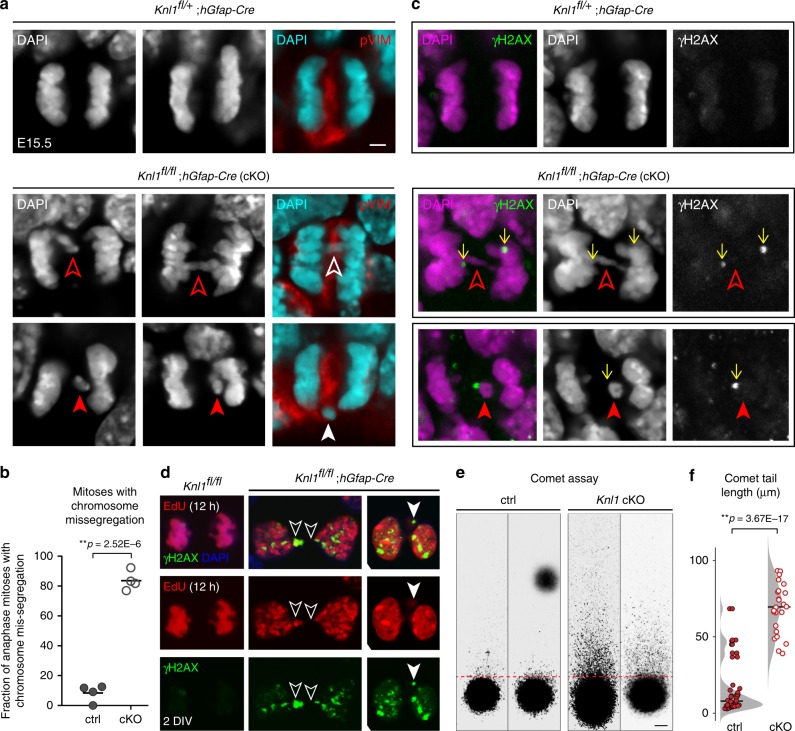
Missegregated chromosomes with DNA damage in mitotic NPCs following *Knl1* deletion. **a** DAPI staining revealed frequent lagging and bridged chromosomes (open arrowheads), and micronuclei (solid arrowheads) in anaphase NPCs in E15.5 cKO cortex. Missegregated chromosomes and micronuclei were present in the midzone labeled by phospho-Vimentin (pVIM, red, scale bar: 2 µm). **b** The percentage of anaphase cells with chromosome missegregation was significantly increased in cKO compared to ctrl (mean, two-tailed unpaired *t-*test, *n* = 4 animals). **c** Missegregated chromosomes and micronuclei in cKO were immunopositive for DNA damage marker γH2AX (green). **d** Dissociated E15.5 cortical NPC culture after 2 days in vitro (DIV) and a 12-h pulse of EdU (red). NPCs cultured from cKO were characterized by DNA bridges (open arrowheads) and micronuclei (solid arrowhead) immunopositive for γH2AX (green). **e**, **f** Single cell electrophoresis comet assay of E14.5 cKO and ctrl cortices (scale bar: 10 µm). Comet tail lengths were significantly increased in cKO compared to ctrl (mean, two-tailed unpaired *t-*test, ctrl: *n* = 36, cKO: *n* = 26 cells)

To directly assay for DNA breaks, we performed single cell electrophoresis comet assay on E14.5 cortices. This showed in cKO a significant increase in comet tailing (ctrl, 8.9 ± 1.96%; cKO, 34.1 ± 3.74%, *p* = 0.0175, two-tailed unpaired *t*-test, Fig. 4e and Supplementary Fig. 4f) and tail length among cells with tails (ctrl: 14.5 ± 2.67 µm, cKO: 68.6 ± 3.31 µm, *p* = 3.67E−17, Fig. 4f), indicating a considerable increase in DSBs. Together, chromosome missegregation, increased DNA breaks, and activation of p53 in NPCs strongly supported mitotic DSBs as an important trigger for p53-dependent response in *Knl1* cKO.

### *Trp53/Knl1* co-deletion partially rescued *Knl1* cKO phenotypes

To understand the necessity of p53 in the cKO apoptotic response and the consequences of disrupting both SAC and p53-dependent mechanisms, we generated *Knl1/Trp53* conditional double mutants (*Knl1*^*fl/fl*^*;Trp53*^*fl/fl*^*;hGFAP-*Cre, dKO). Analysis of *Knl1/Trp53* dKO brain revealed partial amelioration of phenotypes found in *Knl1* single cKO. At P0 and P4, cortex size was partially restored (P0: ctrl, 11 ± 0.3; cKO, 7 ± 0.2; dKO, 9 ± 0.8 mm^2^, ctrl:cKO, *p* = 2.5E−4; ctrl:dKO, *p* = 0.056; cKO:dKO, *p* = 0.042, ANOVA with post-hoc *t*-test, Fig. 5a and Supplementary Fig. 5a). Loss of CUX1+ neurons also was partially ameliorated (ctrl, 202 ± 18.2; cKO 82 ± 6.2; dKO 146 ± 16.9 per 200 µm column, ctrl:cKO, *p* = 1.0E−3; ctrl:dKO, *p* = 0.040; cKO:dKO, *p* = 0.032, Fig. 5b and Supplementary Fig. 5b). NPCs number was not significantly decreased in dKO compared to control, which is consistent with partial alleviation of microcephaly (Supplementary Fig. 5c).

**Fig. 5:**
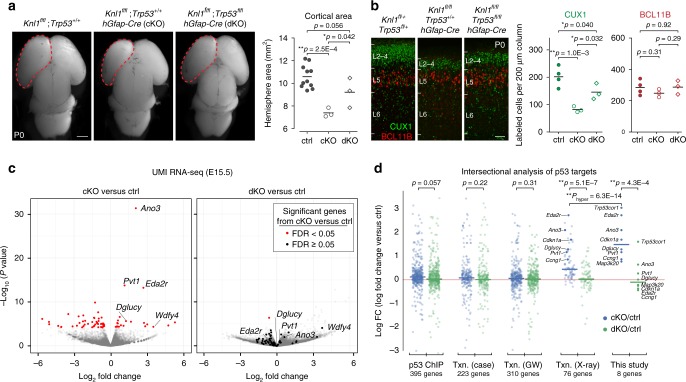
Co-deletion of *Trp53* with *Knl1* partially ameliorated *Knl1* phenotypes. **a** Dorsal view of *Knl1*^*fl/+*^*;Trp53*^*fl/+*^, *Knl1*^*fl/fl*^*;Trp53*^*+/+*^*;hGfap-Cre* (cKO), and *Knl1*^*fl/fl*^*;Trp53*^*fl/fl*^*;hGfap-Cre* (dKO) P0 brain (scale bar: 1 mm). The significant cortical area loss in cKO compared to littermate control (ctrl) was partially ameliorated in dKO (mean, ANOVA with post-hoc *t-*test, ctrl: *n* = 11, cKO: *n* = 3, dKO: *n* = 3 animals). **b** Cortical layer marker analysis at P0 revealed no significant change in BCL11B+ (L5, red) neurons (scale bar: 50 µm). The reduction in CUX1+ (L2–4, green) neuron number in cKO compared to ctrl was partially ameliorated in dKO (mean, ANOVA with post-hoc *t-*test, ctrl: *n* = 4, cKO: *n* = 3, dKO: *n* = 3 animals). **c** UMI RNA-seq volcano plot comparing cKO to ctrl, and dKO to ctrl E15.5 cortex (ctrl: *n* = 7, cKO: *n* = 4, dKO: *n* = 4 animals). In the cKO versus ctrl comparison, differentially expressed genes (FDR < 0.05) are indicated in red (left panel). The same genes were labeled in the dKO versus ctrl comparison (right panel). One gene (gene model Gm29260) showed differential expression in dKO (FDR < 0.05) and is indicated in red. The other genes did not show significant differential expression in dKO (FDR ≥ 0.05) and are indicated in black. **d** Intersectional analysis of p53 target genes identified by p53 ChIP, case studies of p53 transcriptional regulation (Txn. case), genome wide studies of p53 transcriptional regulation (Txn. GW), and ionizing radiation-induced p53 transcriptional regulation (Txn. X-ray). p53-dependent genes induced by ionizing radiation were upregulated in cKO versus ctrl, and showed a significant enrichment (mean, two-tailed paired *t-*test and hypergeometric test)

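RNA-seq counts were analyzed from the E15.5 cortex of 4 dKO mice, in which *hGFAP-Cre* deletes both *Knl1* and *Trp53*, and compared with the 7 ctrl and 4 cKO mice. The dKO mice are named T2, T8, F1 and F7. The total count per dKO mouse was between 552186 and 5396803, with a median of 2271467. Without TMM scaling, 3 counts were 5.43 CPM in the dKO mouse with the fewest counts and 0.556 CPM in the one with the most. All dKO libraries were made in batch 3, which also held 3 ctrl mice and cKO mouse F3, while the other 3 cKO mice were in batch 1. T2 and T8 belonged to litter 3, like the 3 ctrl mice of that batch, and F1 and F7 to litter 4, like F3. No ctrl mouse came from litter 4. *Trp53* (ENSMUSG00000059552) lies on chromosome 11 of GRCm38 from 69580359 to 69591873. It was at 23.5, 19.8, 24.9 and 32.3 CPM in dKO mice F1, F7, T2 and T8. In ctrl it was between 15.6 and 47.0 CPM and in cKO between 24.0 and 33.3 CPM. The log fold change of *Trp53* in dKO versus ctrl was −0.36 (standard error 0.22, edgeR FDR of 1), and 0.064 within batch 3. *Knl1* was at 58.0, 33.4, 49.7 and 58.2 CPM in F1, F7, T2 and T8, a log fold change of −0.37 (standard error 0.20, edgeR FDR of 1), and −0.50 within batch 3 (FDR of 1). At an FDR below 0.05, 26 genes differed between dKO and ctrl, 25 higher and 1 lower in dKO, and 1726 genes were at an unadjusted p below 0.05. The processing alternatives moved this count between 3, with DESeq2 and its own size factors, and 113, with the quasi-likelihood F test. The genes with the smallest p among those higher in dKO were *Filip1l* (log fold change of 4.76, edgeR FDR = 9.0e-09), *n-R5-8s1* (5.89, FDR = 3.2e-07) and *Gm24601* (5.63, FDR = 9.95e-07). These 3 genes were high in F1 and F7 and within the ctrl range in T2 and T8. *Filip1l* was at 98.4 and 207 CPM in F1 and F7 and at 1.66 and 1.85 CPM in T2 and T8, and it was at 20.5 CPM in cKO mouse F3 of the same litter as F1 and F7. *n-R5-8s1* and *Gm24601* are annotated as rRNA genes. Among genes lower in dKO, the smallest p belonged to *Gm29260*, *Onecut2* (−0.86, edgeR FDR = 0.108) and *Rgs20* (−0.57, FDR = 0.158).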

To analyze whether the p53-dependent transcriptome signature we found in cKO remained, we performed UMI RNA-seq of E15.5 dKO cortex (Fig. 5c and Supplementary Table 2). This revealed a striking reversal of essentially all gene expression changes observed in *Knl1* cKO (Supplementary Table 3). 

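Of the 83 genes at an FDR below 0.05 in cKO versus ctrl, 79 had an FDR of 0.05 or above in dKO versus ctrl, and for 64 it was 1. Their median FDR in dKO versus ctrl was 1. By unadjusted p, 33 of the 83 were below 0.05 in dKO versus ctrl, each of them changed in the same direction as in cKO. In all, 77 of the 83 had the same direction in both. Both comparisons used the same ctrl mice, and the genes were chosen by cKO versus ctrl. A shared direction alone therefore does not show a change in dKO. The difference between cKO and dKO was also tested directly, with 4 mice in each group. At an FDR below 0.05, 27 genes differed, 10 higher and 17 lower in cKO, and 2161 were at an unadjusted p below 0.05. These 27 included 9 of the 83 genes, and 44 of the 83 were at an unadjusted p below 0.05. The 83 genes were chosen with the same cKO mice, which favours a difference from dKO. The genes with the smallest p were *Eda2r* (log fold change of 3.25, edgeR FDR = 3.3e-10), *Ano3* (1.45, FDR = 1.5e-09) and *Ccng1* (1.31, FDR = 2.7e-05) among those higher in cKO. Among those lower in cKO they were *Ttr* (−5.02, FDR = 4.0e-04), *Gm26745* (−2.10, FDR = 0.00546) and *Gm42609* (−6.08, FDR = 0.00831, from 4 and 27 counts in F1 and F7 and none in the other dKO mice). Within batch 3 there was only 1 cKO mouse, so cKO and dKO could not be compared within a batch with replicates in both groups. The number of genes was 184 with the quasi-likelihood F test. With batch as a covariate, 3 genes were left at an FDR below 0.05, *Eda2r* (2.62, FDR = 0.0111 from edgeR), *mt-Nd4* (2.09, FDR = 0.0141) and *mt-Nd5* (1.08, FDR = 0.0111). Leaving out dKO mouse F1 gave 179 genes.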

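At an FDR below 0.05 in both comparisons with ctrl there were 4 of the 83 genes. *Gm29260* (ENSMUSG00000100832) is a long non-coding gene model on chromosome 1 of GRCm38 from 41781808 to 41939560. It was at 555 ± 60.6 CPM in ctrl (SD, n = 7), 342 ± 89.0 CPM in cKO (SD, n = 4) and 355 ± 11.1 CPM in dKO (SD, n = 4). Its log fold change was −0.71 in cKO (standard error 0.15, edgeR FDR = 0.00542) and −0.64 in dKO (standard error 0.12, edgeR FDR = 0.00106). Every cKO mouse and every dKO mouse was below every ctrl mouse (two-sided exact permutation p = 0.00303 in each comparison). Within batch 3 it was −0.73 in dKO (FDR = 0.0140 from edgeR), and within batch 1 it was −0.60 in cKO (FDR of 1). The other genes were *Lars2* (chromosome 9, from 123366927 to 123462666; log fold change of 2.17 in cKO and 3.23 in dKO), *Cd44* (chromosome 2, from 102811141 to 102901665; 2.95 and 3.69) and *Gm15564* (chromosome 16, from 35966752 to 35983230; 2.73 and 3.65). For these 3 genes, the mice of litter 4 (F3, F1 and F7) were each above every ctrl mouse, and no other cKO or dKO mouse was. *Lars2* was at 1475 CPM in cKO mouse F3, 3042 CPM in F1 and 228 CPM in F7, at most 68.3 CPM in the other cKO mice and between 58.3 and 154 CPM in ctrl. The number of genes shared by the comparisons was 42 with the quasi-likelihood F test, 1 when all 3 groups were fitted together, and 0 with mice of one batch only, where 3 of 13 genes were at an unadjusted p below 0.05 in dKO.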

Among the 68 differentially regulated transcripts we found in cKO compared to control (FDR < 0.05), only one transcript (gene model Gm29260) remained significant in dKO compared to control. Importantly, the eight significantly upregulated p53 targets from cKO were each at an FDR of 1.000 (i.e. not differentially expressed) in dKO (Supplementary Fig. 5d). These results were validated using ddRT-PCR (Supplementary Fig. 5e). 

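Each of the 8 p53 target genes of Fig. 3b was at an FDR of 1 in dKO versus ctrl, with log fold changes between −0.45 and 1.58, of which 5 were negative. That of *Dglucy*, −3.1e-04, changed sign under several alternatives. *Ano3* was at 21.0 ± 3.39 CPM in dKO (SD, n = 4) against 15.5 ± 7.96 CPM in ctrl (SD, n = 7), a log fold change of 0.63 (standard error 0.24), at an unadjusted p below 0.05. Every dKO mouse, at 18.5 to 26.0 CPM, was above the ctrl mice other than T5, which were between 11.3 and 14.2 CPM. Without ctrl mouse T5 the log fold change of *Ano3* in dKO was 0.79 (FDR = 0.454 from edgeR), and within batch 3, where T5 is 1 of 3 ctrl mice, it was 0.26 (FDR of 1). *Eda2r* was at 1.60 ± 0.858 CPM in dKO (log fold change of −0.38, standard error 0.75) and *Pvt1* at 37.2 ± 6.13 CPM (0.25, standard error 0.19). *Trp53cor1* had the highest log fold change, from at most 8 counts in any dKO mouse. In cKO versus dKO, tested directly, all 8 were higher in cKO and 7 were at an FDR below 0.05. The 8 genes were chosen for being higher in the same cKO mice, which favours such a difference. The exception was *Trp53cor1* (log fold change of 1.16, edgeR FDR of 1). In the 8 fits of this comparison that left out 1 mouse, *Ano3*, *Eda2r*, *Cdkn1a* and *Ccng1* stayed at an FDR below 0.05 in all 8, *Pvt1* in 7, *Map3k20* in 3 and *Dglucy* in 2. With batch as a covariate all 8 genes were again higher in cKO, and only *Eda2r* was at an FDR below 0.05. For all 8, every cKO mouse was above every dKO mouse. Dixon's ratio set 1 dKO mouse apart for *Ccng1*, with T8 at 5.54 CPM and the others between 9.51 and 10.3 CPM. The p53 target score was 2.82 ± 0.052 in dKO (SD, n = 4 mice), 0.094 above ctrl (two-sided exact permutation p = 0.545). Within batch 3 the difference was −0.073 (exact permutation p = 0.771, 4 mice against 3).

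**Figure D2:**
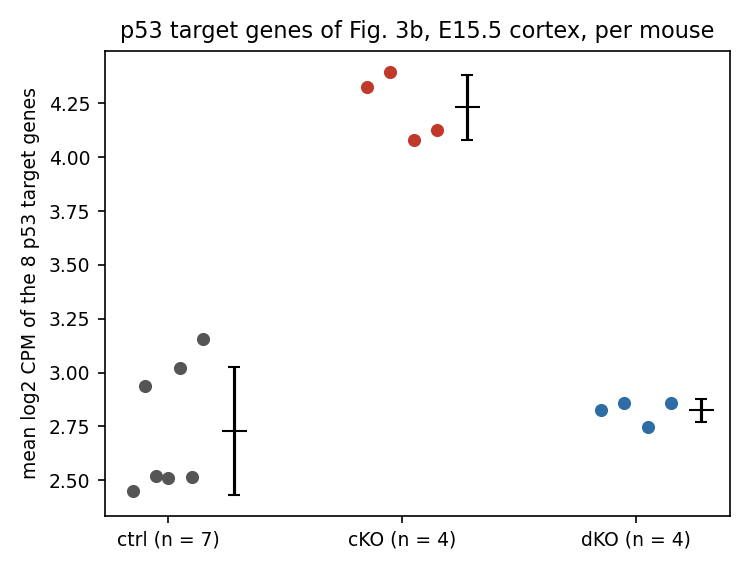
Mean log2 CPM of the 8 p53 target genes of Fig. 3b for each ctrl, cKO and dKO mouse, with group means and SD as bars. The 4 cKO mice were around a mean of 4.23, all above the ctrl mice (mean of 2.73) and the dKO mice (mean of 2.82), and the dKO mice were within the ctrl range.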

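The 30 genes higher in cKO had a median log fold change of 0.97 in cKO versus ctrl and 0.30 in dKO versus ctrl, and 26 of them were closer to 0 in dKO. In dKO they ranged from −0.45 to 3.72. The 53 genes lower in cKO had a median of −1.19 in cKO and −0.50 in dKO, and all 53 were closer to 0 in dKO. The genes were chosen by their values in cKO versus ctrl, and the same 7 ctrl mice were used for both comparisons. Genes chosen this way can lie closer to 0 in a group not used for the choice. The shift alone therefore does not show an effect of co-deletion. The direction was kept in dKO by 25 of the 30 and 52 of the 53 genes. In cKO versus dKO, tested directly, 7 of the 30 and 2 of the 53 were at an FDR below 0.05. That comparison used the same cKO mice as the choice of genes. The spread of the dKO mice was an SD of 0.27 for the median of the first set and 0.39 for that of the second. When only mice of one batch were used, batch 1 for cKO and batch 3 for dKO, and the genes were called again (13 in cKO), the median in dKO was −0.33 for the genes higher in cKO and −0.60 for the genes lower in cKO.

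**Figure D3:**
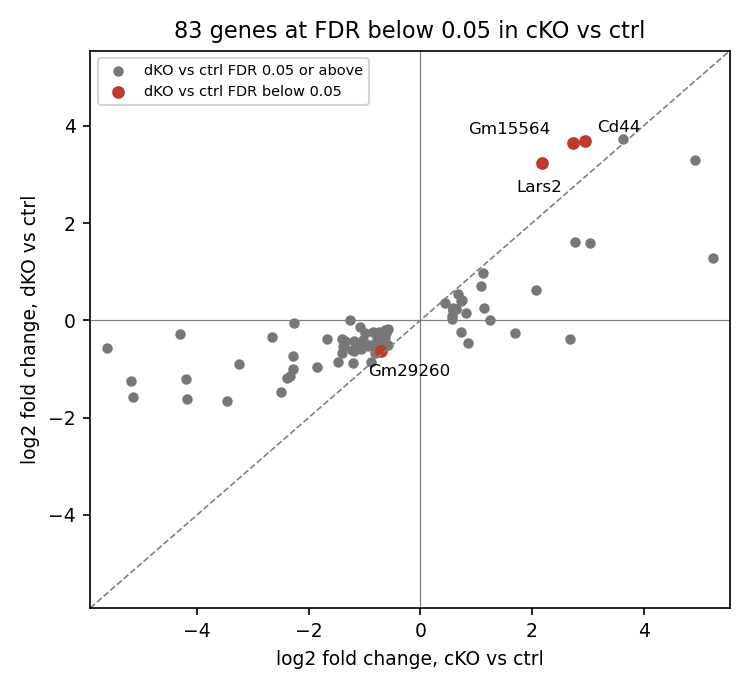
Log2 fold change in dKO versus ctrl against log2 fold change in cKO versus ctrl for the 83 genes at an FDR below 0.05 in cKO versus ctrl, with a dashed line where both are equal. Most points lie between the dashed line and 0, and red points are the 4 genes also at an FDR below 0.05 in dKO versus ctrl.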

Overall, both upregulated and downregulated genes at FDR < 0.05 from cKO versus control became normalized following co-deletion of *Trp53*, shifting in log-fold change towards 0 (i.e. not differentially expressed) (Supplementary Fig. 5f). Therefore, the transcriptome changes in cKO were largely p53-dependent.

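The p53 target score was 1.41 higher in cKO than in dKO, and all 4 cKO mice were above all 4 dKO mice (two-sided exact permutation p = 0.0286, the smallest that 4 mice against 4 allow; Benjamini–Hochberg adjusted p = 0.0804 over 45 tests). The paper chose the 8 genes for being higher in these same cKO mice, so this p-value is descriptive as well. For 17 p53 target genes outside Fig. 3b the difference was 0.55. With batch as a covariate, which leaves cKO mouse F3 against the 4 dKO mice, the difference was 1.26 (exact permutation p = 0.2, the smallest this design allows). *Eomes* was at 53.6 ± 13.2 CPM in dKO (SD, n = 4), a log fold change of −0.51 versus ctrl (standard error 0.18, edgeR FDR = 0.919) and of −0.58 for cKO versus dKO (standard error 0.23, edgeR FDR = 0.780). *Emx1* was at 33.9 ± 13.4 CPM in dKO, a log fold change of −0.23 versus ctrl (standard error 0.22, edgeR FDR of 1). From the return of the p53 target genes and the shift of up- and downregulated genes towards 0 after co-deletion of *Trp53*, the paper concludes that the transcriptome changes in cKO were largely p53-dependent.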

p53 regulates diverse target genes in a context-dependent manner^46,47^. Intersectional analyses (Fig. 5d) showed that, taken as a single group, neither genes bound by p53 nor p53 transcriptional targets^48^ were differentially regulated in cKO compared to dKO. However, intersectional analysis with genes activated by X-radiation-induced DSBs^38^ were significantly overrepresented in our top p53-dependent genes in cKO (*P*_hyper_ = 6.3E−14, hypergeometric test) and showed a significant difference between cKO and dKO (*p* = 5.1E−7, two-tailed paired *t*-test). Thus, not all p53-dependent genes were upregulated following *Knl1* deletion, and the transcriptomic signature of p53 activation in cKO is consistent with DSBs as a trigger.

### Attenuated apoptosis following *Knl1*/*Trp53* co-deletion

Although co-deletion of *Trp53* abolished the p53-dependent transcriptional response, chromosome missegregation from SAC disruption should persist in dKO. Indeed, we found significant increases in chromosome missegregation and DNA breaks in dKO (Fig. 6a–c and Supplementary Fig. 6a). Next, we investigated whether apoptosis could be elicited in the absence of p53 (Supplementary Fig. 6c). We found an increase in CC3 immunostaining in E15.5 dKO compared to control (Fig. 6d), but that increase was modest compared to the p53-intact cKO. Pyknosis was also present (Fig. 6e, f, ctrl, 4 ± 0.6; cKO, 327 ± 6.9; dKO, 18 ± 2.7 per 200 µm column). But compared to cKO, pyknosis was not increased to the same extent (dKO 18-fold lower than cKO, *p* = 1.2E−13, ANOVA with post-hoc *t*-test), suggesting that although apoptosis was present, it was less efficient compared to p53-dependent mechanisms. This was supported by reduced clearance of γH2AX+ cells (Fig. 6g). Compared to cKO, γH2AX+ cells were 1.7-fold more numerous in dKO (cKO, 42 ± 2.6, dKO, 71 ± 4.3 per 200 µm column, *p* = 3.7E−4). Cells labeled by heterochromatic DSB marker pKAP1 were also less efficiently cleared (Supplementary Fig. 6d). Together, these results showed that cells with genome damage as a result of *Knl1* deletion underwent p53-dependent apoptosis in cKO. In the absence of p53 in dKO, apoptosis occurred at significantly lower levels and was less efficient at clearing cells with genome damage.

**Fig. 6:**
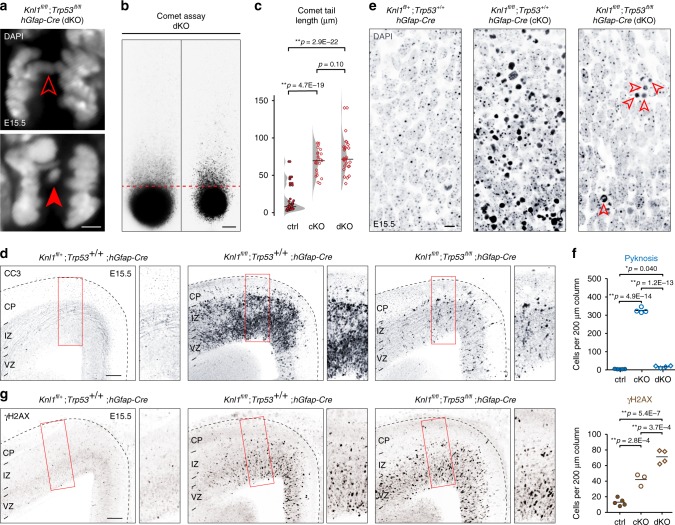
Persistent DNA damage and attenuated apoptosis in *Knl1*/*Trp53* dKO. **a** In E15.5 dKO brain, DAPI staining revealed lagging chromosomes (open arrowheads) and micronuclei (red solid arrowhead) in anaphase NPCs similar to those in cKO (scale bar: 2 µm). **b** Single cell electrophoresis comet assay of E14.5 dKO cortices (scale bar: 10 µm). **c** Comet tail lengths were significantly increased in dKO compared to ctrl (mean, ANOVA with post-hoc *t* test, ctrl: *n* = 36, cKO: *n* = 26, dKO: *n* = 24 cells). **d** CC3 immunostaining in E15.5 cortex showed reduced apoptosis in dKO compared to cKO (scale bar: 100 µm). **e**, **f** DAPI staining in E15.5 dKO cortex revealed pyknotic nuclei (open arrowheads), which was increased in number in dKO compared to ctrl (scale bar: 10 µm). This increase, however, was significantly smaller than the increase in cKO (mean, ANOVA with post-hoc *t-*test, ctrl: *n* = 5, cKO: *n* = 4, dKO: *n* = 4 animals). **g** Immunostaining of E15.5 cortex revealed a significant increase in the number of γH2AX+ cells in dKO compared to cKO or ctrl (mean, ANOVA with post-hoc *t-*test, ctrl: *n* = 5, cKO: *n* = 4, dKO: *n* = 4 animals), indicating that without p53, apoptosis in dKO was less efficient at clearing genome-damaged cells (scale bar: 100 µm)

### Robust phagocytosis of apoptotic cells by microglia in *Knl1* cKO

In *Knl1* cKO, we found an abundance of pyknotic nuclei compared to controls in the embryonic brain that were cleared by early postnatal ages (Fig. 7a), implicating a robust mechanism for their elimination. In vivo, post-apoptotic cells are eliminated via phagocytosis, by macrophages in peripheral tissues. 

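*Lcp2* (ENSMUSG00000002699) lies on chromosome 11 of GRCm38 from 34046920 to 34092295. It had at most 3 counts in any ctrl mouse and between 15 and 20 counts in each cKO mouse. Its level was 0.270 ± 0.461 CPM in ctrl (SD, n = 7) and 3.23 ± 0.670 CPM in cKO (SD, n = 4), a log fold change of 2.78 (standard error 0.78, edgeR FDR = 0.00481). *Wdfy4* (ENSMUSG00000051506) lies on chromosome 14 from 32959547 to 33185508. It had 1 count in ctrl mouse T4, none in the other ctrl mice, and between 8 and 11 counts in each cKO mouse. Its log fold change was 3.63 (standard error 1.49, edgeR FDR = 0.0326), and cKO mouse S2, at 0.910 CPM, was below the other cKO mice at 2.23 to 2.27 CPM. All these levels are below 7.50 CPM, which 3 counts correspond to in the ctrl mouse with the fewest counts, so that a level of this size was not detectable there. Within batch 1 the log fold change was 2.46 for *Lcp2* (FDR = 0.455 from edgeR) and 5.76 for *Wdfy4* (FDR = 0.284). In dKO versus ctrl, *Lcp2* was at 1.61 (FDR of 1 from edgeR) and *Wdfy4* at 3.72 (FDR = 0.111). *Wdfy4* was higher in every dKO mouse than in every ctrl mouse. The score of these 2 genes was 1.28 higher in dKO than in ctrl (two-sided exact permutation p = 0.00303; Benjamini–Hochberg adjusted p = 0.0227 over 45 tests), and 1.14 higher within batch 3 (exact permutation p = 0.0286). The paper chose the 2 genes from cKO and the same ctrl mice, so these p-values are descriptive. In cKO versus dKO their score was 0.59 higher (exact permutation p = 0.0857). For a wider view, 20 other microglial marker genes were combined into a score, the mean log2 CPM per mouse. The score was 1.05 ± 0.21 in cKO (SD, n = 4) and 0.62 ± 0.19 in ctrl (SD, n = 7), a difference of 0.43 (two-sided exact permutation p = 0.00909; Benjamini–Hochberg adjusted p = 0.0584 over 45 tests). Within batch 1 it was 0.40 (exact permutation p = 0.1, the smallest that 3 mice against 3 allow). The alternative that moved it most, a prior count of 0.5, gave 0.81. In dKO the difference from ctrl was 0.12 (exact permutation p = 0.406), and that between cKO and dKO was 0.31 (exact permutation p = 0.143). Among the dKO mice the score was 0.92 and 0.99 in F1 and F7, and 0.58 and 0.48 in T2 and T8, which had fewer counts. In ctrl, T4 was at 0.95 and mouse 6, with more counts, at 0.73. Every cKO mouse had more counts than every ctrl mouse, and depth was not ruled out for this score. None of the 20 genes was at an FDR below 0.05 in cKO and 4 were at an unadjusted p below 0.05. Of the 20, 14 were higher in cKO, and 2, *Itgam* and *Irf8*, were listed at 0 in every library. *Aif1* and *Adgre1*, whose proteins the paper stained, were not among the 14, with log fold changes of −0.18 and −0.44 in cKO.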

Our RNA-seq of cKO showed significant increases in *Lcp2* and *Wdfy4*, two genes selectively expressed in microglia (Fig. 3b and Supplementary Table 1)^26,49^. Microglia are resident phagocytes present in embryonic brain as early as E10.5^50,51^. To analyze microglia, we immunostained for ADGRE1 (F4/80), a marker of macrophagic cells. At E15.5, we found a striking change in microglial morphology (Fig. 7b). Confocal z-stack analysis revealed that microglia acquired a ballooned morphology. Each ballooned microglia contained dozens of phagocytosed pyknotic nuclei (Fig. 7c), which explained their stereotyped clustering (Fig. 2b). Some of the pyknotic nuclei were CC3+, confirming that they were apoptotic cells (Fig. 7c). In cKO, microglial size was increased by 2.5-fold (Fig. 7d, ctrl, 189.8 ± 21.29; cKO, 481.1 ± 35.17 µm^2^, *p* = 6.3E−4, ANOVA with post-hoc *t*-test) and analysis using microglia marker AIF1 (IBA1) showed similar changes (Supplementary Fig. 7a). Microglial number was also increased, by approximately five-fold (Fig. 7e, ctrl, 10 ± 1.8; cKO, 51 ± 8.9 per 400 µm column, *p* = 3.3E−4). Microglia have self-renewal capacity^50,51^. At this embryonic age, microglia were proliferative and marked by KI67 in ctrl and cKO (Supplementary Fig. 7b), suggesting that their abundance could result from proliferation. By P0, concomitant with clearance of pyknotic nuclei (Fig. 7a), ADGRE1+ microglia in cKO became comparable to control in size and morphology, and were mononuclear (arrowheads, Supplementary Fig. 7c). Together, these results are consistent with robust microglial activation following massive apoptosis, leading to rapid elimination of post-apoptotic cells from the prenatal *Knl1* cKO brain.

**Fig. 7:**
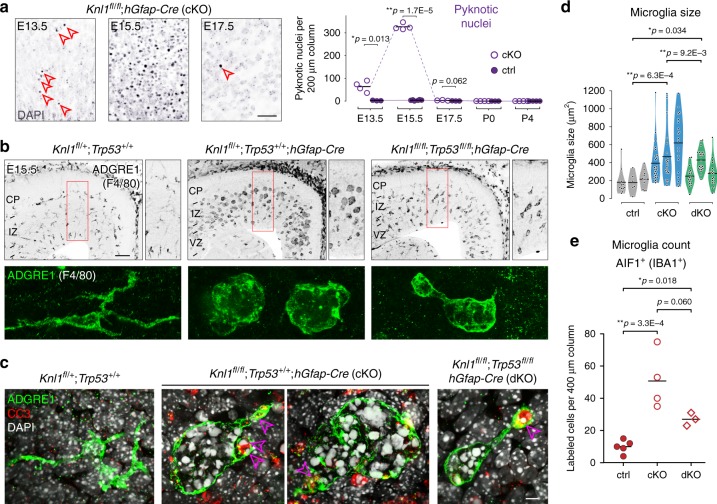
Phagocytosis of apoptotic cells by activated microglial in *Knl1* cKO and *Knl1*/*Trp53* dKO. **a** Developmental analysis by DAPI staining revealed that pyknotic nuclei (open arrowheads) were present at E13.5, peaked in number at E15.5, and eliminated by birth in cKO cortex (mean, two-tailed unpaired *t-*test, E13.5, ctrl: *n* = 4 cKO: *n* = 3, E15.5, ctrl: *n* = 4, cKO: *n* = 6, E17.5, *n* = 3, P0, ctrl: *n* = 4, cKO: *n* = 3, P4, *n* = 4 animals, scale bar: 50 µm). **b** ADGRE1 (F4/80) immunostaining revealed morphologic activation of microglia in E15.5 cKO and dKO cortex (scale bar: 100 µm). Confocal z-stacking revealed that ADGRE1+ (green) microglia acquired a ballooned morphology. **c** ADGRE1+ (green) microglia with ballooned morphology phagocytosed dozens of DAPI+ (white) pyknotic nuclei, some of which were CC3+ (red, and open arrowheads) in cKO and dKO cortex at E15.5 (scale bar: 5 µm). **d** Phagocytic microglia in cKO and dKO were significantly larger in size compared to ctrl microglia. However, the increase in microglial size was significantly attenuated in dKO compared to cKO (mean, ANOVA with post-hoc *t-*test, *n* = 3 animals). **e** The number of AIF1+ (IBA1+) microglia was significantly increased in cKO and dKO compared to ctrl. The increase in microglial number, however, was attenuated in dKO compared to cKO (mean, ANOVA with post-hoc *t* test, ctrl: *n* = 5, cKO: *n* = 4, dKO: *n* = 3 animals)

To determine whether the microglial response was associated with p53, we examined E15.5 dKO. We found significant increases in both number and size of microglia compared to control (Fig. 7c–e). These increases, however, were attenuated compared to those in cKO (Fig. 7d, e; size: cKO, 481.1 ± 35.17 µm^2^; dKO, 325.4 ± 19.19 µm^2^, *p* = 9.2E−3; number: cKO, 51 ± 8.9; dKO, 27 ± 2.3 per 400 µm column, *p* = 0.060, ANOVA with post-hoc *t* test), and consistent with significantly lower levels of apoptosis in dKO (Fig. 6d–f). Thus, our analyses of *Knl1/Trp53* dKO showed that chromosomal damage can lead to apoptotic and microglial phagocytic responses via a p53-independent mechanism. However, in the absence of p53, these responses were attenuated and significantly less efficient at clearing genome-damaged cells, thus partially alleviating microcephaly associated with *Knl1* deletion.

### Unpurged somatic mutants and total pre-weaning lethality in dKO

To assess the efficiency with which p53-dependent mechanisms cleared genome-damaged cells following *Knl1* deletion, we karyotyped NPCs from E14.5 cortex. Remarkably, mitotic NPCs in cKO had normal karyotypes comparable to control (chromosome number, *p* = 0.71, Fisher’s exact test, Fig. 8a, b), suggesting that cells with DNA damage from a previous round of mitosis were largely cleared by p53-dependent responses prior to the next cell cycle. The remaining mitotic cells, therefore, were karyotypically normal. Qualitatively, we observed that the number of metaphase spreads were lower in cKO compared to control, which was consistent with loss of NPCs in cKO. To determine the genomic consequences of *Knl1* deletion in the absence of p53, we karyotyped NPCs from dKO. Strikingly, aneuploidy was found in the majority of dKO NPCs (79%, Fig. 8a, b), suggesting that in the absence of p53, NPCs with missegregation were not efficiently cleared and continued dividing. Consistent with this, microcephaly as a result of *Knl1* deletion was partially alleviated in dKO (Fig. 5a). Paradoxically, despite partial restoration of brain size, survival analysis of dKO revealed complete pre-weaning lethality, compared to about 25% cKO lethality at the time of weaning (dKO survival 0/14; cKO survival 8/11, Fig. 8c).

**Fig. 8:**
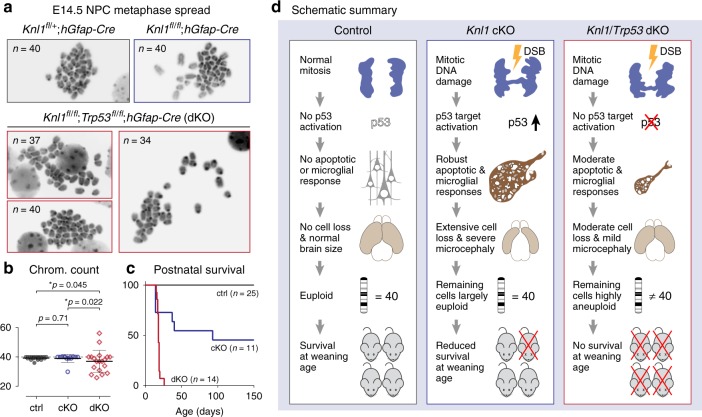
Persistent somatic mutant cells and complete pre-weaning lethality in *Knl1*/*Trp53* dKO. **a**, **b** Karyotype analysis of E14.5 NPCs by metaphase spread. Mitotic NPCs in cKO largely had normal karyotypes similar to ctrl. In contrast, 79% of mitotic NPCs in dKO were aneuploid (mean, error bars: ±s.e.m., Fisher’s exact test, ctrl: *n* = 19, cKO: *n* = 13, dKO: *n* = 19 metaphase spreads). **c** Survival analysis of ctrl, cKO, and dKO showed complete pre-weaning lethality in dKO (ctrl: *n* = 25, cKO: *n* = 11, dKO: *n* = 14 animals). **d** Schematic summary. In *Knl1* cKO, DNA damage on missegregated chromosomes in mitotic NPCs were a potent trigger for rapid p53-dependent apoptotic and downstream microglial mechanisms that extensively cleared the NPCs with segregation errors, leading to massive cell loss and microcephaly. This clearance left only karyotypically normal NPCs to continue dividing. In *Knl1*/*Trp53* dKO, DNA damage on missegregated chromosomes was unable to elicit robust apoptotic or microglial responses, thus leaving genome-damaged and aneuploid NPCs unpurged and able to continue dividing. This alleviated the severity of microcephaly, but paradoxically resulted in complete pre-weaning lethality. Chrom. chromosome

Together, these results showed that, following *Knl1* deletion and SAC disruption, DNA damage on missegregated chromosomes triggered rapid p53-dependent apoptotic and downstream microglia phagocytic responses that efficiently eliminated cells with chromosome missegregation from embryonic brain, thus causing severe microcephaly (Fig. 8d). However, because genome-damaged cells were cleared, the remaining cells were largely euploid, and cKO organismal survival at weaning was at ~75%. Following co-deletion of *Trp53* with *Knl1*, genome-damaged cells were not efficiently cleared and somatic mutant cells remained in the brain. Despite partial alleviation of microcephaly, the dKO showed total pre-weaning lethality. This paradox suggested that severely genome-damaged cells, if present in substantial numbers in the brain, can impact organismal fitness.

## Discussion

Genomic mosaicism in the brain is the combined outcome of cumulative developmental and post-developmental somatic mutations, and cellular responses that correct or purge these mutations^3,5,6^. In this study, we manipulated somatic genome stability during embryonic brain development and gained insights into the robust mechanisms that eliminate cells with somatic genome damage from the brain, and the consequences of leaving somatic mutant cells unpurged.

Mammalian cells lack an aneuploidy checkpoint, and thus rely on the SAC to ensure correct chromosome segregation during mitosis as a safeguard against aneuploidy. By conditional deletion of *Knl1* from NPCs, we found that disruption of the SAC did not inevitably lead to brain somatic aneuploidy. In mitotic NPCs, DNA damage on missegregated chromosomes was a potent trigger for rapid p53-dependent apoptotic and microglial mechanisms that efficiently cleared cells with segregation errors, thus leaving only karyotypically normal NPCs to continue dividing. Protection against brain somatic aneuploidy is therefore multilayered: (1) SAC delays anaphase onset until secure microtubule attachment on all chromosomes and (2) in the event of SAC disruption in NPCs, DNA damage on the resulting missegregated chromosomes triggers p53-dependent mechanisms to remove these cells. In the normal brain, these mechanisms rapidly eliminate the small proportion of NPCs with such genome damage, thereby maintaining genome stability. Applied en masse, as in *Knl1* deletion, apoptotic elimination of these cells would lead to massive cell loss and microcephaly. In normal adult brain, the frequency of numerical aneuploidy remains controversial, with rates ranging from 0% to 47% in human brain and 0% to 57% in mouse brain^52^. Brain somatic aneuploidy arises from segregation errors in NPCs. Our finding that the resulting missegregated chromosomes carry DNA damage that triggers elimination of damaged cells is thus consistent with brain-derived somatic aneuploidy being rare in normal brain^14^.

KNL1 is expressed in mitotic cells and functions in the SAC, a mitotic checkpoint^13,14^. This role of KNL1 and the segregation errors in cKO NPCs convergently support mitosis as the point of primary deficit that ultimately elicited robust apoptotic responses following *Knl1* deletion. This is consistent with our result that a majority of cells became apoptotic within 24 h of S-phase (Fig. 2). Furthermore, a human *KNL1* mutation causes mitotic defects and cell death in hESC-derived neural progenitors^33^, providing support that the mitotic function of KNL1 in NPCs is conserved. We have not excluded the possibility that apoptosis can also occur post-mitosis after initial mitotic segregation errors. The minority of cells that were not rapidly eliminated within this time frame may undergo apoptosis by other mechanisms, including cell cycle delay. In addition, although microglia phagocytosis is efficient, following massive apoptosis in cKO, clearance of post-apoptotic cells may be delayed, thus explaining transient accumulation of cleaved caspase staining outside the germinal zones (Fig. 2).

Collectively, the DNA damage on missegregated chromosomes, the activation of p53 in NPCs, and the p53-DSB transcriptomic signature converge on DNA DSBs as the key trigger for rapid p53 activation following *Knl1* deletion. The precise mechanisms that generate DSBs following missegregation remain unknown and would require technical advances from the field to resolve. There are several possibilities. Lagging chromosomes trapped in the cleavage furrow can acquire DSBs during cytokinesis^44^. However, physical cutting by the furrow is unlikely, as chromosome bridges would trigger the abscission checkpoint^53^. Micronuclei, formed when lagging chromosomes are excluded from either daughter nuclei, can also carry DNA damage^43,54^. It has been proposed that the micronuclear envelope is liable to rupture, which can expose DNA to cytoplasmic nucleases^42^, thus contributing to chromosomal pulverization and chromothripsis^43,54^. Consistent with this, we found no evidence of persistent micronuclei in postnatal cKO brain, suggesting that they had been eliminated by apoptosis following p53 activation. Furthermore, following SAC disruption, anaphase can proceed prematurely in the presence of under-replicated or insufficiently decatenated DNA, ultimately leading to ultrafine bridges^55^ that can contribute to DNA damage if not resolved during mitosis.

Although aneuploidy has been associated with p53 upregulation, whether aneuploidy itself can be the trigger for rapid p53 activation is debated^14,56^. Two recent studies have shown that numerical aneuploidy does not inevitably cause p53 activation^42,57^. However, p53 does respond to structural aneuploidies generated by segregation errors and chromosomal breaks. Consistent with these emerging data, *Knl1* deletion in vivo led to DNA damage on missegregated chromosomes and rapid apoptosis, suggesting that mitotic DNA damage, not aneuploidy itself, triggered the rapid p53-dependent responses. Further supporting this, in *Bub1b*^*H/H*^ hypomorphic mutant mice, widespread aneuploidy present in ~40% of brain cells^7,58^ did not cause massive apoptosis or developmental microcephaly^59^. However, we have not excluded the possibility that in the longer term, aneuploidy can contribute to apoptosis.

To investigate the consequence of disrupting both the SAC and p53-dependent safeguards against brain somatic aneuploidy, we co-deleted *Trp53* with *Knl1*. Following *Trp53* co-deletion, segregation errors and DNA damage persisted, but the robust transcriptional, apoptotic, and microglial phagocytic responses were largely abrogated. Without p53, NPCs with chromosome missegregation were not eliminated and widespread mosaic aneuploidy was present, thus confirming p53-dependent mechanisms as a second safeguard against brain somatic aneuploidy. Without massive elimination of somatic mutant cells, *Trp53* co-deletion partially alleviated microcephaly resulting from *Knl1* deletion, but paradoxically led to complete pre-weaning lethality. The precise cause of dKO lethality, however, is unknown. At the cellular level, aneuploidy, unrepaired DNA damage, or both could contribute. At the organismal level, dKO pups were able to breathe and suckle, and we have not been able to ascertain potential causes of pre-weaning death. Our results, however, do strongly support the possibility that somatic mutant cells derived from divisions in the absence of both SAC and p53-dependent safeguards, if present in substantial numbers, can affect brain and organismal fitness.

Altered SAC function has only recently emerged as a mechanism of microcephaly^19,23^. We found that SAC disruption in *Knl1* cKO led to microcephaly, but likely not as a direct result of aneuploidy. Instead, SAC disruption caused frequent segregation errors in NPCs. DNA damage on the resulting missegregated chromosomes triggered robust removal of damaged cells, resulting in large-scale cell loss and microcephaly. Interestingly, centrosomal deficit can cause microcephaly and activate p53 without increasing γH2AX^60^, suggesting that centrosomal dysfunction does not inevitably cause DSBs, unlike *Knl1* deletion. These results thus highlight mechanistic differences between SAC disruption and centrosomal dysfunction in microcephaly.

Microglia have emerged as key players in CNS development, homeostasis, and disease^50,51,61^. In *Knl1* cKO, microglia underwent morphologic activation, increased in number, and exhibited a remarkable capacity for eliminating apoptotic cells with genome damage. Our work thus implicated a novel role for microglia in maintaining genome stability during embryonic development. Interestingly, recent work suggested that microglia can induce apoptosis of brain cells^51,61^. Thus, in vivo, microglia may accelerate apoptosis in addition to clearing apoptotic debris, playing more than one role in curtailing the propagation of cells with genome damage in the brain.

## Methods

### Mouse lines

A conditional-ready lacZ reporter *Knl1* allele (*Knl1*^*tm1a*(EUCOMM)Hmgu^; EUCOMM (HEPD0665_2_E05)) was obtained from EUCOMM and recovered from cryopreserved spermatozoa at the University of Michigan Transgenic Core. The *Knl1*^*fl/fl*^ conditional allele was generated by crossing with a Flpo recombinase transgene to remove the neomycin resistance gene cassette from the germline via FRT site recombination. Neomycin cassette-deletion was confirmed by PCR. The *Knl1*^fl/fl^ mice were used to generate conditional mutants and genotyped by PCR. The mice used in this study were: *p53*^*LoxP*^ (The Jackson Laboratory, Stock No. 008462), *ROSA26*^*Flpo*^ (The Jackson Laboratory, Stock No. 012930), *hGFAP-Cre* (The Jackson Laboratory, Stock No. 004600), and *Emx1-Cre* (The Jackson Laboratory, Stock No. 005628). All experiments were carried out in compliance with ethical regulations for animal research. Our study protocol was reviewed and approved by the University of Michigan Institutional Animal Care & Use Committee.

### Primary culture of mouse NPCs

Mouse NPCs were isolated from *Knl1* cKO, *Knl1*;*Trp53* dKO, and littermate control E15.5 cortices, enzymatically dissociated using Papain/Dispase/DNaseI (Worthington Biochemical), and cultured in neurobasal medium (GIBCO) supplemented with bFGF (GIBCO), B27 (GIBCO), Glutamax (Invitrogen), and penicilin/streptomycin (Invitrogen) on glass coverslips precoated with poly-l-ornithine and laminin.

### Immunohistochemistry and confocal imaging

Embryonic and neonatal brains were dissected and fixed by immersion in 4% PFA overnight at 4 °C. Mouse brains were sectioned at 70 µm with a Vibratome VT1000S (Leica). For immunostaining, brain sections were incubated in blocking solution containing 5% normal donkey serum (Jackson Immuno Research Laboratories), 1% BSA, 0.1% glycine, 0.1% lysine, and 0.3% TritonX-100 in PBS for 1 h^62^. Sections were then incubated overnight at 4 °C in primary antibodies diluted in blocking solution, washed, and incubated with the appropriate fluorescent secondary antibodies and DAPI or processed for immunohistochemistry. Stained sections were mounted with VECTASHIELD Antifade Mounting Medium (Vector Laboratories) and analyzed. Images were acquired with the Olympus confocal microscope FV1000. ImageJ and Photoshop were used for image processing. Primary antibodies: rabbit anti-SOX2 (Millipore,1:500), rat anti-SOX2 (Thermo Fisher Scientific, 1:500), rat anti-EOMES (TBR2) (Thermo Fisher Scientific, 1:500), chicken anti-RBFOX3 (NEUN) (Millipore, 1:500), rabbit anti-cleaved Caspase-3 (CC3) (Cell Signaling Technology, 1:500), mouse anti-VIM (phospho-Ser55) (Enzo Life Sciences, 1:500), rat anti-BCL11B (Abcam, 1:500), rabbit anti-CUX1 (Santa Cruz Biotechnology, 1:250), rabbit anti-KI67 (Abcam,1:250), rabbit anti-p53 (Leica Microsystems, 1:250), rabbit anti-histone H2A.X (phospho-Ser139) (Cell Signaling Technology, 1:250), rabbit anti-IBA1 (AIF1) (Wako, 1:500), rabbit anti-ADGRE1 (F4/80) (Abcam, 1:500), goat anti-POU3F2 (BRN2) (Santa Cruz Biotechnology, 1:250), rabbit anti-TBR1 (Abcam, 1:500), rabbit anti-phospho KAP1(S824) (Bethyl, 1:500), mouse anti-SATB2 (Abcam, 1:500), rat anti-CldU (Accurate Chemical and Scientific Corporation, 1:250), chicken anti-GFP (Abcam,1:500), rabbit anti-GFP (Thermo Fisher Scientific, 1:500). Secondary antibodies: Alexa Fluor 488 AffiniPure Donkey Anti-Rabbit IgG (H+L) (Jackson ImmunoResearch Labs, 1:250), Alexa Fluor 488 AffiniPure Donkey Anti-Rat IgG (H+L) (Jackson ImmunoResearch Labs, 1:250), Alexa Fluor 488 AffiniPure Donkey Anti-Mouse IgG (H+L) (Jackson ImmunoResearch Labs, 1:250), Alexa Fluor 488 AffiniPure Bovine Anti-Goat IgG (H+L) (Jackson ImmunoResearch Labs, 1:250), Alexa Fluor 594 AffiniPure Donkey Anti-Mouse IgG (H+L) (Jackson ImmunoResearch Labs, 1:250), Alexa Fluor 594 AffiniPure Donkey Anti-Rabbit IgG (H+L) (Jackson ImmunoResearch Labs, 1:250), Alexa Fluor 594 AffiniPure Donkey Anti-Rat IgG (H+L) (Jackson ImmunoResearch Labs, 1:250), Alexa Fluor 594 AffiniPure Bovine Anti-Goat IgG (H+L) (Jackson ImmunoResearch Labs, 1:250).

### RNA purification and droplet digital PCR (ddPCR)

Total RNA was isolated from freshly microdissected embryonic 15.5 cortices using Trizol and RNA Clean & Concentrator Kit. 600 ng of RNA was used as input for cDNA synthesis using SuperScript III (Invitrogen). Diluted cDNA was used for expression level analysis using ddPCR (QX200 Droplet Digital PCR System, Bio-Rad). Probe sets (PrimeTime qPCR Probe Assays) were purchased from Integrated DNA Technologies. For ddPCR, the reaction mixture was prepared with template cDNA, 2XddPCR Supermix (No dUTP) (Bio-Rad), target probes with HEX fluorescence, and control probe against house-keeping gene *Srp72* with FAM fluorescence. Oil droplets were generated with the QX200 droplet generator (Bio-Rad) and transferred to the C1000 Touch Thermal cycler (Bio-Rad) for thermocycling. Following PCR amplification, the droplets were analyzed in the QX200 droplet reader (Bio-Rad), which analyzed each droplet individually using a two-color detection system.

### Primers

Primers and probes for ddRT-PCR:

*Pvt1*:

primer1 GCCACTGCCAATGTCTGT

primer2 CACTGAAAACAAGGACCGAAAC;

probe /56-FAM/TCCAGGTAG/Zen/CCCGAGAGATGACA/3IABkFQ/

*Eda2r*:

primer1 GCATCTACCTTCACTAAGCTCA

primer2 GTTCTACCGAAAGACACGCAT

probe /56-FAM/TGCATCCCA/Zen/TGTACAAAGCAGACTCC/3IABkFQ/

*Ano3*:

primer1 CGAAGAAAACTGTCCCTCCAT

primer2 GTCTTCATGTGTCCTCTATGTGA

probe /56-FAM/AGCTGTCGT/Zen/TGAGTCTCTGCAGTG/3IABkFQ/

*Eomes*:

primer1 CCAGAACCACTTCCACGAAA

primer2 CGGCACCAAACTGAGATGA

probe /56-FAM/TCAACATAA/Zen/ACGGACTCAACCCCACC/3IABkFQ/

*Srp72*:

primer1 CTCTCCTCATCATAGTCGTCCT

primer2 CTGAAGGAGCTTTATGGACAAGT

probe /5HEX/CCAAGCACT/Zen/CATCGTAGCGTTCCA/3IABkFQ/

*Bbc3* (*Puma*):

primer1 AGAGATTGTACATGACCCTCCA

primer2 GACCTCAACGCGCAGTA

probe /56-FAM/CGGAGACAA/Zen/GAAGAGCAGCATCGA/3IABkFQ/

Genotyping primers:

Knl1_fl_200_F TCAGAATTTTGAGATGGCGCA

Knl1_WT_136_F GCTCAGTGGTATTTTGCCTAGC

Knl1_common_R AGAGTTTACCCTTTTCAACTGGA

LacZ cassette removal primers:

Knl1_lacZ_F CCTACCTTTGCCACCTGAGT

Knl1_lacZ_R GTTCCTGACCTGACTTCCCA

### CIdU, IdU, and EdU labeling

Timed-pregnancies were obtained by detection of a vaginal plug (E0.5). Timed-pregnant mice were pulsed intraperitoneally with thymidine analogs CIdU, IdU, or EdU at 0.05 mg/g of body weight. Mice were analyzed for incorporation of CIdU or IdU using specific antibodies. Incorporation of EdU was analyzed by Click reaction using fluorescent azide.

### Metaphase chromosome spread

Mouse NPCs were isolated from *Knl1* cKO, *Knl1*;*Trp53* dKO, and littermate control E14–15 embryonic cortices and cultured in Neurobasal Medium (GIBCO) supplemented with bFGF (GIBCO), B27 (GIBCO), Glutamax (Invitrogen), and Penicilin/Streptomycin (Invitrogen). Cells were cultured in less than 36 h, and treated with colcemid (10 ng/ml) and MG132 (10 μm) for 3 h. Cells were then subjected to hypotonic swelling (by incubating in 0.56% KCl) for 15 min and fixed in Carnoy’s fixative (75% methanol, 25% acetic acid). Chromosome spreads were prepared on clean, dry slides.

### Comet assay

Single cell gel electrophoresis comet assay was performed using the SCGE assay Kit (Enzo Life Sciences). E14.5 embryonic cortices were dissected from *Knl1* cKO, *Knl1*;*Trp53* dKO, and littermate control, dissociated into single cells, and resuspended in pre-chilled PBS. Cells were mixed with low melting point agarose at a volume ratio of 1:50 and transferred in 100 μl aliquots onto pre-warmed slides. Slides were immersed in pre-chilled lysis solution for at least 1 h and placed in pre-chilled alkaline solution for 1 h. Electrophoresis was performed at 22 V in the TBE buffer for 30 min. Comets were stained with CYGREEN dye for 30 min and imaged.

### Anaphase analysis

NPCs were cultured on coverslips and pulsed with EdU for 12 h. Cells were washed with PBS and fixed with 4% PFA for 30 min at room temperature and washed three times with PBS for about 20 min. Cells were then subjected to Click reaction using fluorescent azide and immunostained with γH2AX primary antibody as described above. DNA was counterstained with DAPI diluted in PBS for 5 min. Coverslips were mounted with VECTASHIELD Antifade Mounting Medium (Vector Laboratories).

### ClickSeq

RNA-seq libraries were generated using ClickSeq^36^. Total RNA was extracted using Trizol (Invitrogen), treated with DNaseI, and cleaned and concentrated using the RNA Clean and Concentrator Kit (Zymo Research). Ribosomal RNA was removed using NEBNext rRNA Depletion Kit (NEB). ERCC RNA spike-in standards (Thermo Fisher Scientific) were used to assess library quality. Reverse transcription was carried out with SuperScript II (Invitrogen) using 1:30 5 mM AzdNTP:dNTP and 3′Genomic Adapter-6N RT primer (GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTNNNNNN). The reaction was then treated with RNaseH to remove RNA template and cleaned using DNA Clean and Concentrator Kit (Zymo Research). The azido-terminated cDNA was diluted with DMSO and click adaptor (/5Hexynyl/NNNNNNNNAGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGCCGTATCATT). The click reaction was initiated by adding Cu2+ (Lumiprobe) in the presence of vitamin C. The resulting click ligation was purified using DNA Clean and Concentrator Kit (Zymo).

The final amplification step was carried out using 2x One Taq Hot Start Mastermix (NEB), using Illumina universal primer (AATGATACGGCGACCACCGAG) and Illumina indexing primer (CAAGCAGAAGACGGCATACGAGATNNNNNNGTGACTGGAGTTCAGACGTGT). The PCR reaction was cleaned using Ampure XP magnetic beads (Beckman) at 1.25× ratio, which size-selects for product size above 200 bp. The resulting library was analyzed using TapeStation (Agilent) to check for proper size distribution and quality of DNA. Sequencing was performed on the Illumina NextSeq 550 platform (75 cycles, high output) at the University of Michigan sequencing core.

### RNA sequencing data analysis

RNA-seq data were subject to quality control check using FastQC v0.11.5 (https://www.bioinformatics.babraham.ac.uk/projects/download.html#fastqc). Adapter trimming was performed using cutadapt version 1.13 (http://cutadapt.readthedocs.io/en/stable/guide.html). Processed reads were aligned to the GENCODE GRCm38/mm10 reference genome (https://www.gencodegenes.org/mouse_releases/current.html) with STAR (v2.5.2a) and deduplicated according to UMI using UMI-tools (v0.5.3)^63,64^. Read counts were obtained with htseq-count (v0.6.1p1) with intersection-nonempty mode^65^. Differential expression was determined with edgeR^37^. The *p*-value was calculated with likelihood ratio tests and the adjusted *p*-value for multiple testing was calculated using the Benjamini–Hochberg procedure, which controls FDR. All RNA-seq data have been deposited in the GEO database (GSE114956).

### Image data analysis

Image data quantification was performed using ImageJ or ImageJ (Fiji) with age-matched and spatially matched brain sections from mutants and control cortices.

### Statistical analysis

*Knl1* mutant and control group comparison statistical analysis were performed using GraphPad Prism 7 (GraphPad Software) using unpaired two-tailed Student’s *t*-test. A *p*-value of <0.05 was considered statistically significant. ERCC quantification performed by Salmon using ERCC Mix 1 sequences^66^. The mean and 95% confidence interval were calculated by aggregating all measurements of ERCC sequences of equal concentration across all samples. Gene lists associated with p53 activation and microglia were matched by gene symbol. *Knl1* cKO and dKO intersectional comparison was performed using a paired two-tailed Student’s *t*-test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review

Reporting Summary

Source Data

## Data Availability

The RNA-seq data that support the findings of this study have been deposited to NCBI GEO with the accession number GSE114956. The source data underlying Figs. 1–8 and Supplementary Figs. 1–6 are provided in a Source Data file.

# Supplementary material for: Robust elimination of genome-damaged cells safeguards against brain somatic aneuploidy following Knl1 deletion
**Source:** Nat Commun. 2019 Jun 13;10:2588. doi: 10.1038/s41467-019-10411-w
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Robust elimination of genome-damaged cells safeguards against brain somatic aneuploidy following *Kn1* deletion**

Lei Shi<sup>1,2</sup>, Adel Qalieh<sup>1,2</sup>, Mandy M. Lam<sup>1,2</sup>, Jason M. Keil<sup>1,2,3</sup>, Kenneth Y. Kwan<sup>1,2,\*</sup>

## Supplementary Fig. 1

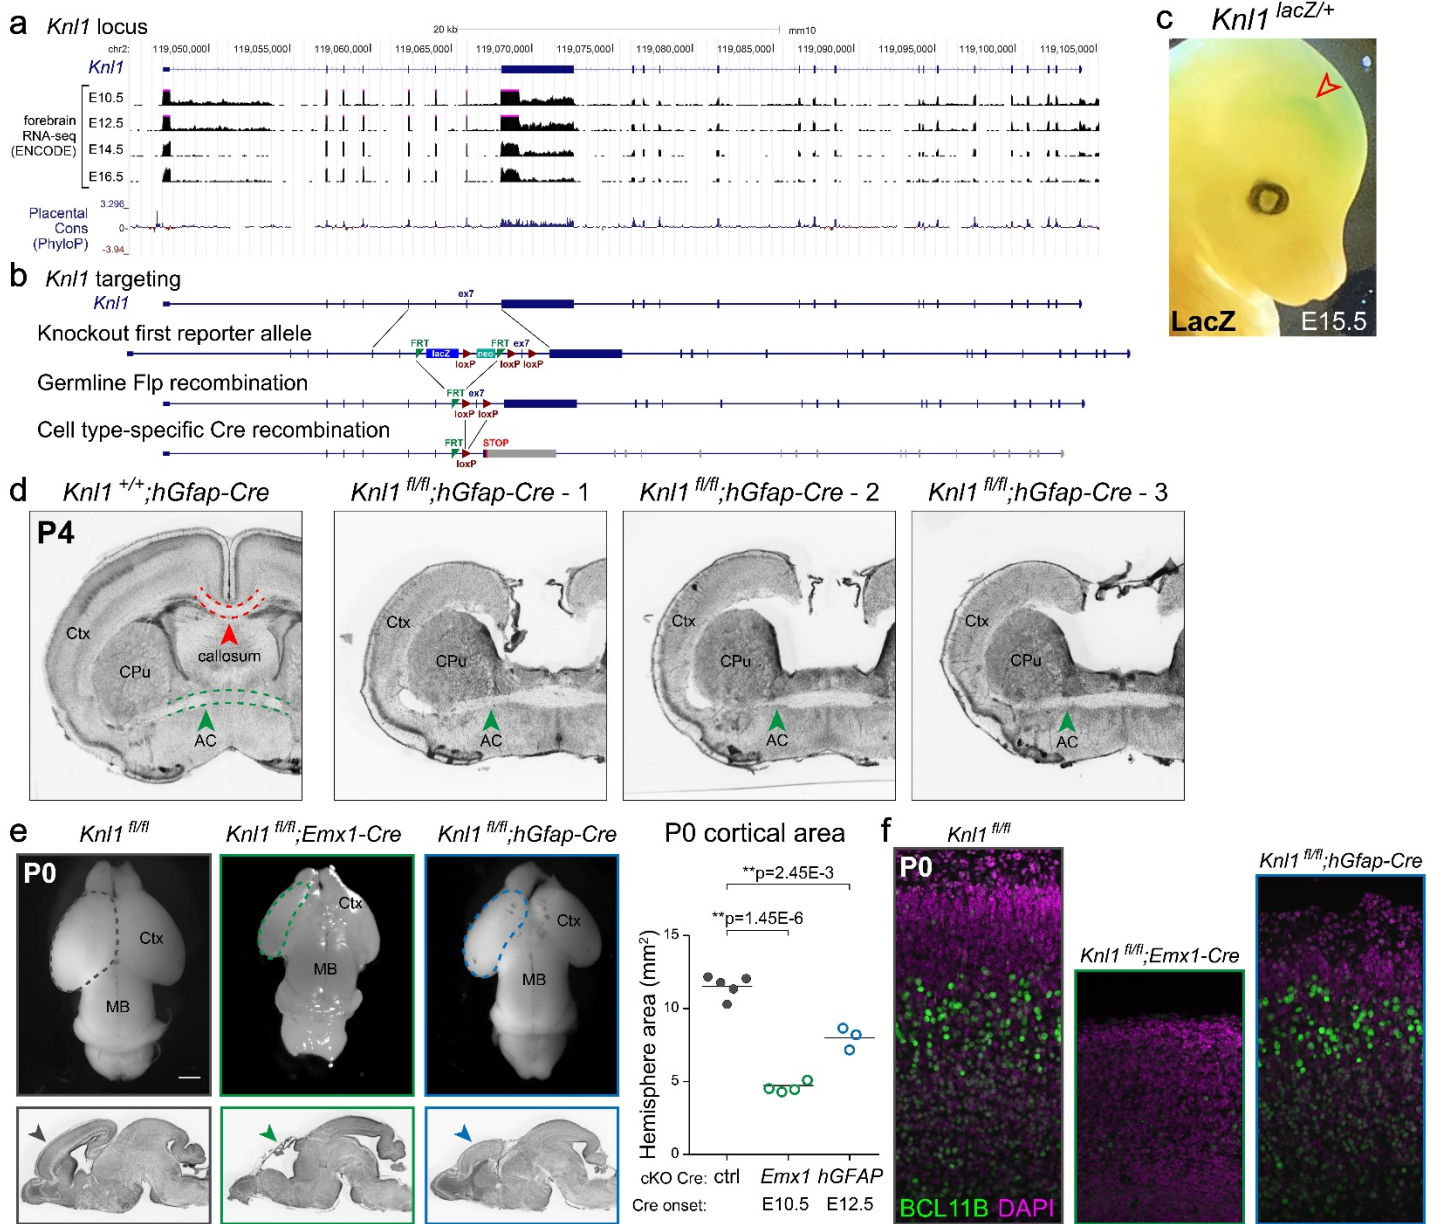

**a** The mouse *Kn1* locus. ENCODE bulk RNA-seq of embryonic forebrain revealed expression of *Kn1* throughout the neurogenic period. **b** *Kn1* locus targeting and generation of lacZ reporter and conditional alleles. **c** Whole mount of E15.5 embryo showed lacZ staining in embryonic cortex (arrowhead). **d** At P4, *Kn1* cKO brains exhibited agenesis of corpus callosum (red arrowhead). Anterior commissure (AC, green arrowheads) was not affected. **e, f** Developmentally earlier deletion of *Kn1* using *Emx1-Cre* led to microcephaly more severe than *hGFAP-Cre* (cortical area, mean, two-tailed unpaired *t* test, ctrl: *n*=5, *Emx1-Cre* cKO: *n*=5, *hGFAP-Cre* cKO: *n*=3 animals). In addition to loss of upper layer neurons, BCL11B<sup>+</sup> (green) deep layer neurons were also decreased in *Emx1-Cre* cKO.

## Supplementary Fig. 2

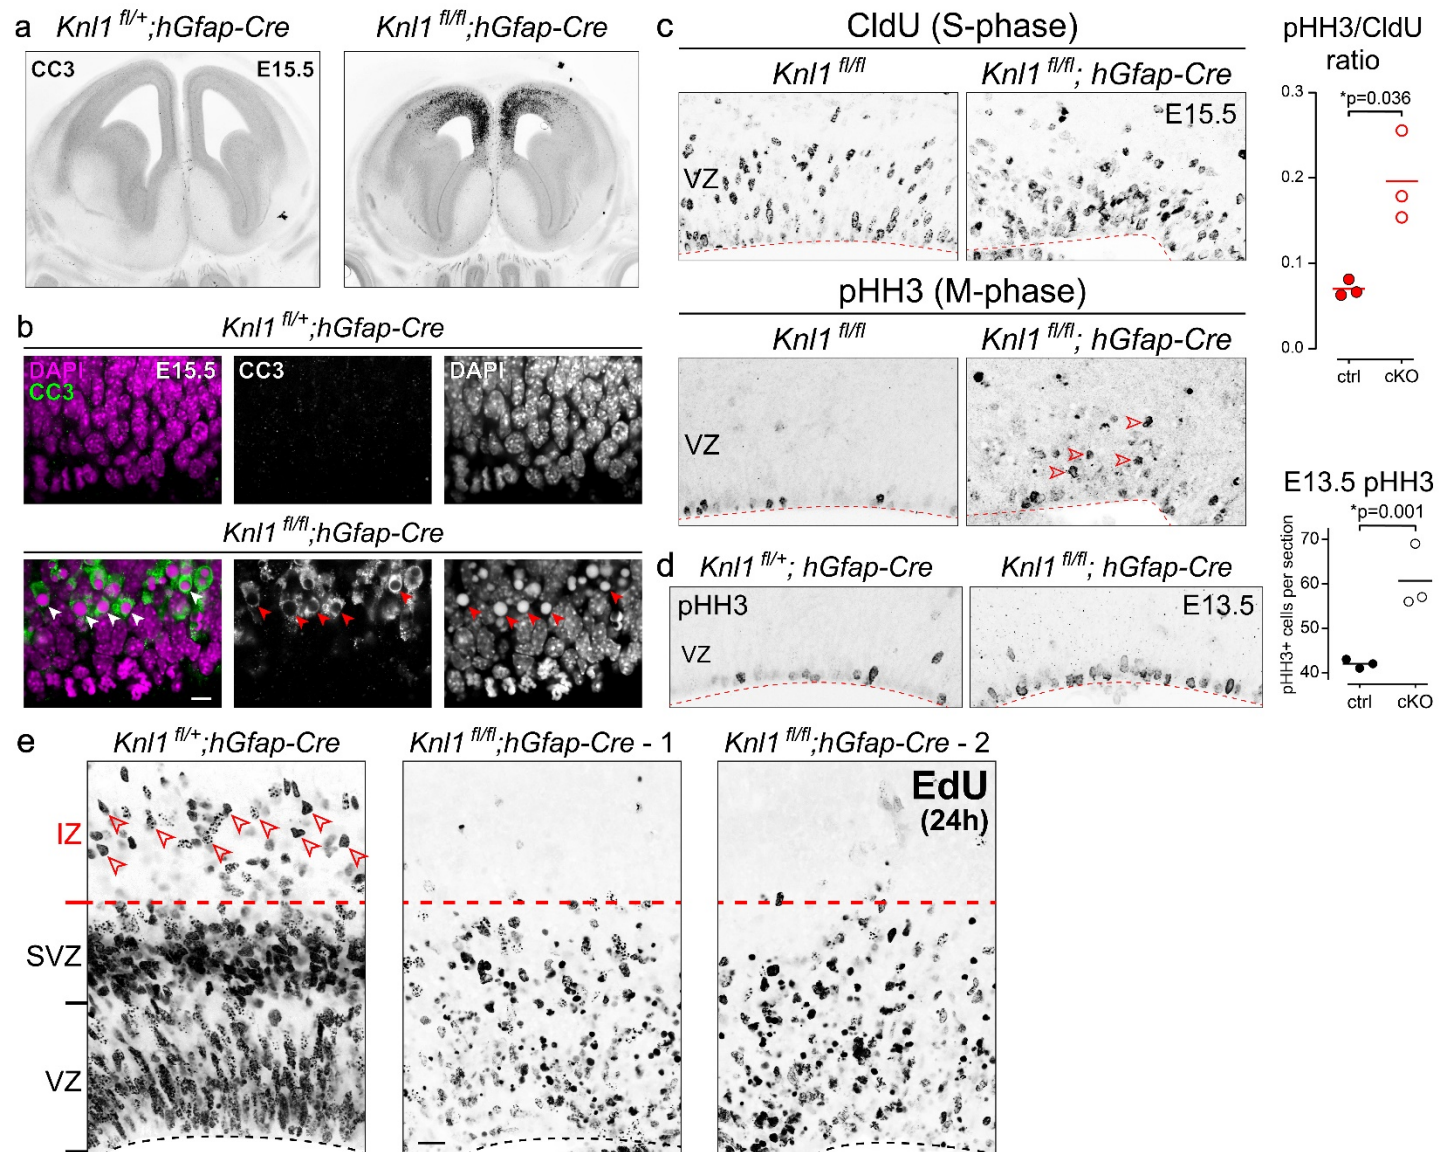

**a** CC3 immunostaining showed extensive apoptosis in E15.5 cKO cortex. **b** Pyknotic cells (arrowheads) revealed by DAPI staining (magenta) were immunopositive for CC3 (green), indicating that they were apoptotic (scale bar: 20 $\mu$ m). **c** Analysis of S-phase cells labeled by a 4-hour pulse of CldU and M-phase cells labeled by pHH3 revealed a significant increase in M-phase cells in the E15.5 cKO cortex, suggesting incompleteness or delayed completion of mitosis (mean, two-tailed unpaired *t* test, *n*=3 animals). Some pHH3+ cells were abventricular (open arrowheads). **d** The increase in pHH3 staining was present at E13.5, preceding widespread apoptosis (mean, two-tailed unpaired *t* test, *n*=3 animals). **e** Analysis of E16.5 cortex following a 24-hour pulse of EdU. EdU+ migrating neurons (red arrowheads) were present in the IZ of ctrl but largely absent from cKO (scale bar: 20 $\mu$ m).

## Supplementary Fig. 3

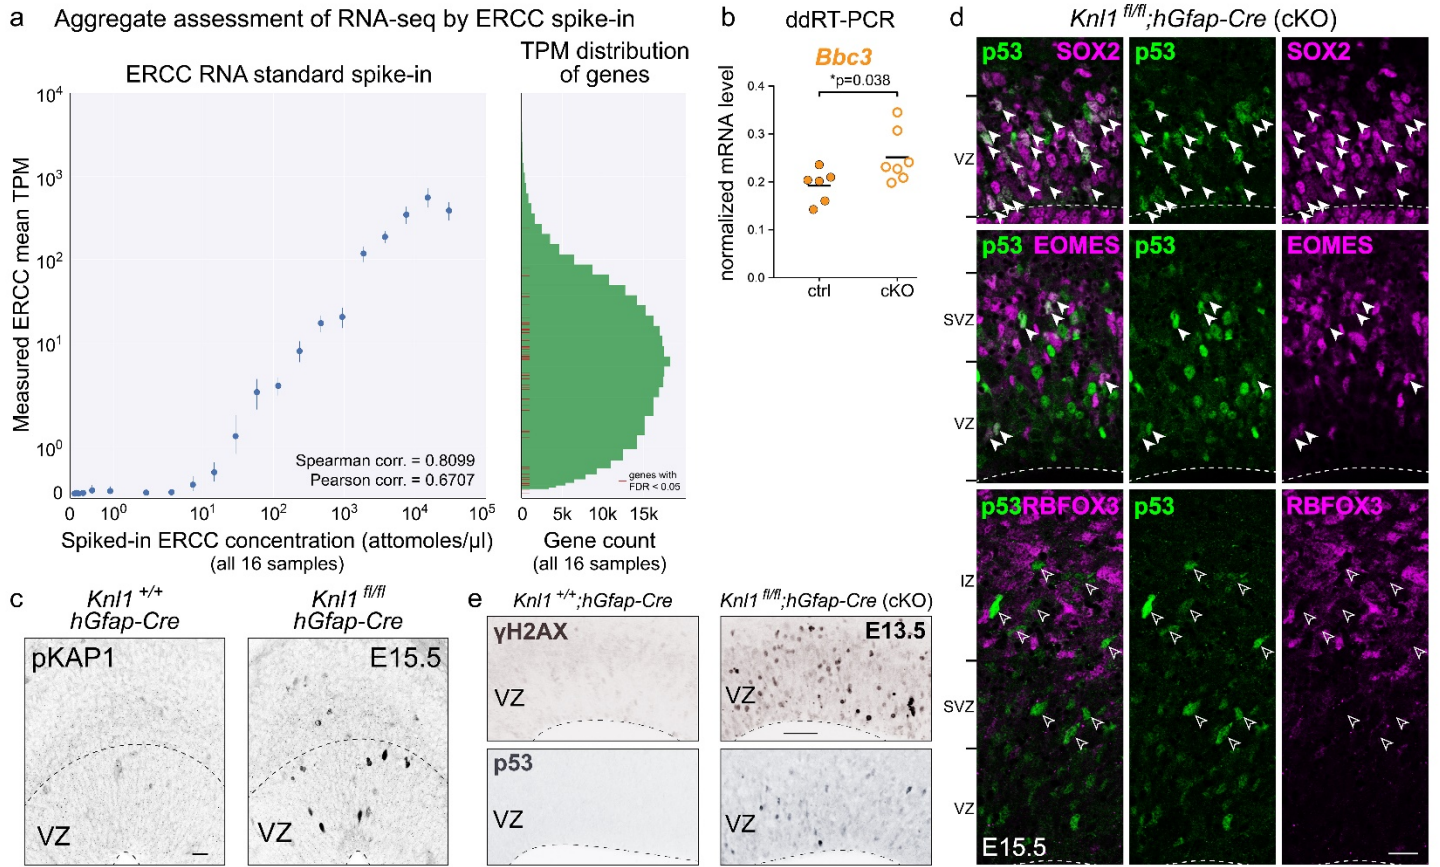

**a** Aggregate assessment of ERCC spike-in standards in UMI RNA-seq revealed excellent correlation over a broad dynamic range. The vast majority of genes from all 16 experimental samples were within the dynamic range of UMI RNA-seq. TPM, transcripts per million. **b** ddRT-PCR of p53 target gene *Bbc3* (*Puma*) in cKO compared to ctrl (mean, two-tailed unpaired *t* test, ctrl:  $n=6$ , cKO:  $n=7$  animals). **c** Immunostaining revealed VZ cells labeled by heterochromatic DSB marker pKAP1 in E15.5 cKO (scale bar: 20 $\mu$ m). **d** Co-immunostaining in E15.5 cKO revealed p53 activation (green) in SOX2+ and EOMES+ NPCs (solid arrowheads), but largely not in RBFOX3+ neurons (open arrowheads, scale bar: 20 $\mu$ m). **e** DNA damage markers,  $\gamma$ H2AX and p53, were widespread in cKO VZ at E13.5, when the majority of cells in the cortical wall were NPCs, and preceding massive apoptosis in cKO (scale bar: 50 $\mu$ m).

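The 16 samples are the 16 libraries of 15 mice, since cKO mouse S2 had 2. ERCC spike-in counts were not analysed here. In the counts on genes, 27394 genes had at least 1 count in some library. The number of genes detected per mouse was between 14177 in ctrl mouse T5, with a total of 417440 counts, and 20920 in dKO mouse F7, with a total of 5396803 counts. The smallest level that 3 counts can show was taken from the total alone, without TMM scaling. It was between 0.918 and 7.50 CPM in ctrl, 0.341 and 0.718 CPM in cKO and 0.556 and 5.43 CPM in dKO mice.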

## Supplementary Fig. 4

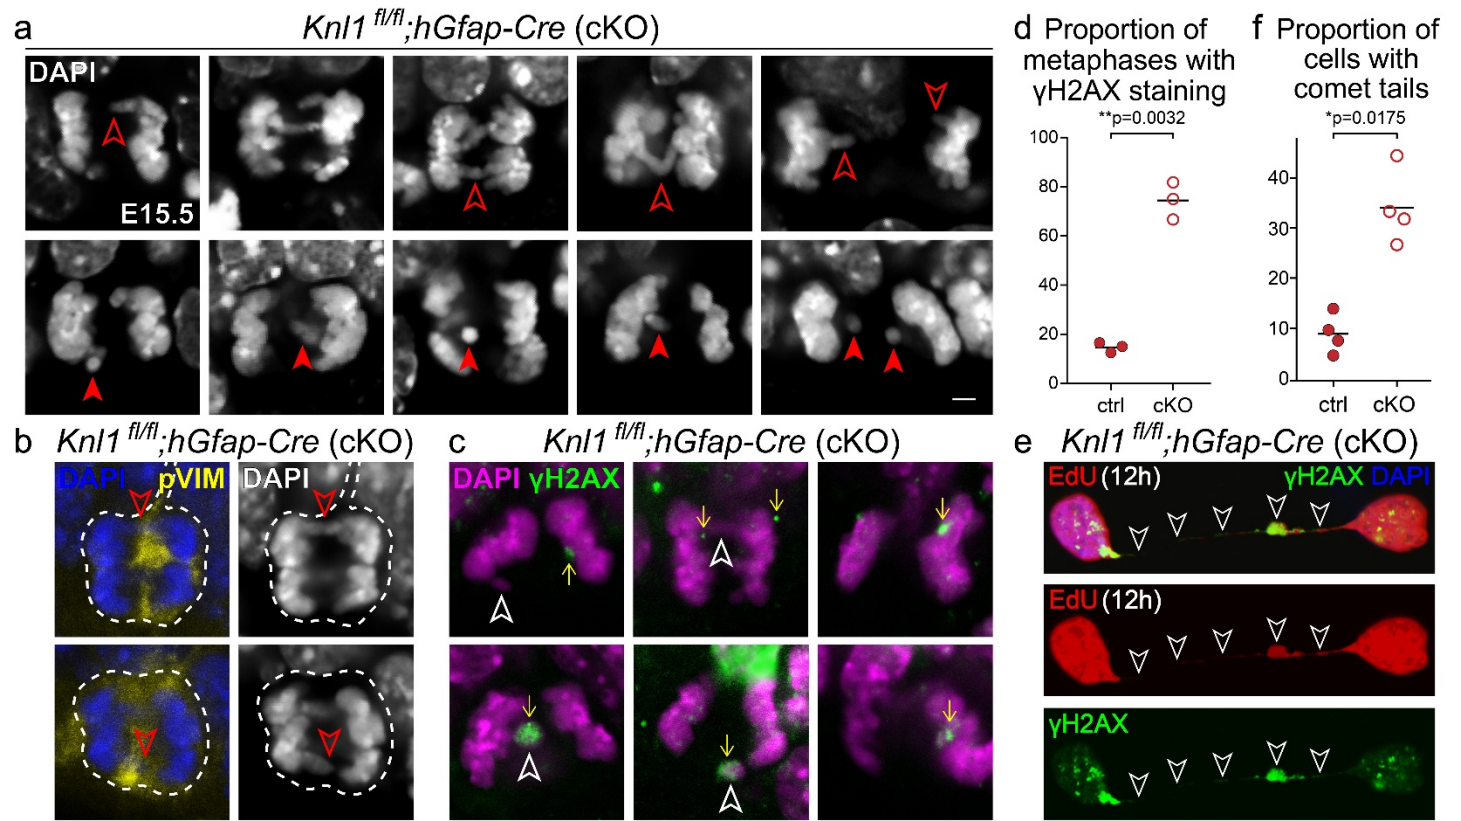

**a** Additional examples of frequent lagging and bridged chromosomes (open arrowheads), and micronuclei (solid arrowheads) in anaphase NPCs in E15.5 cKO cortex (scale bar: 2μm). **b** Lagging chromosomes (open arrowheads) were present in the midzone labeled by phospho-Vimentin (pVIM, yellow). **c** Missegregated chromosomes and micronuclei (open arrowheads) in E15.5 cKO cortex were immunopositive for DNA damage marker γH2AX (green, and arrows). **d** The proportion of metaphases with γH2AX foci was significantly increased in cKO compared to ctrl (mean, two-tailed unpaired *t* test, *n*=3 animals). **e** Dissociated E15.5 cortical NPC culture after 2 days in vitro (DIV) and a 12-hour pulse of EdU (red). NPCs cultured from cKO were characterized by DNA bridges (open arrowheads) immunopositive for γH2AX (green). **f** Single cell electrophoresis comet assay showed a significant increase in comet tailing in cKO compared to ctrl (mean, two-tailed unpaired *t* test, *n*=4 animals).

## Supplementary Fig. 5

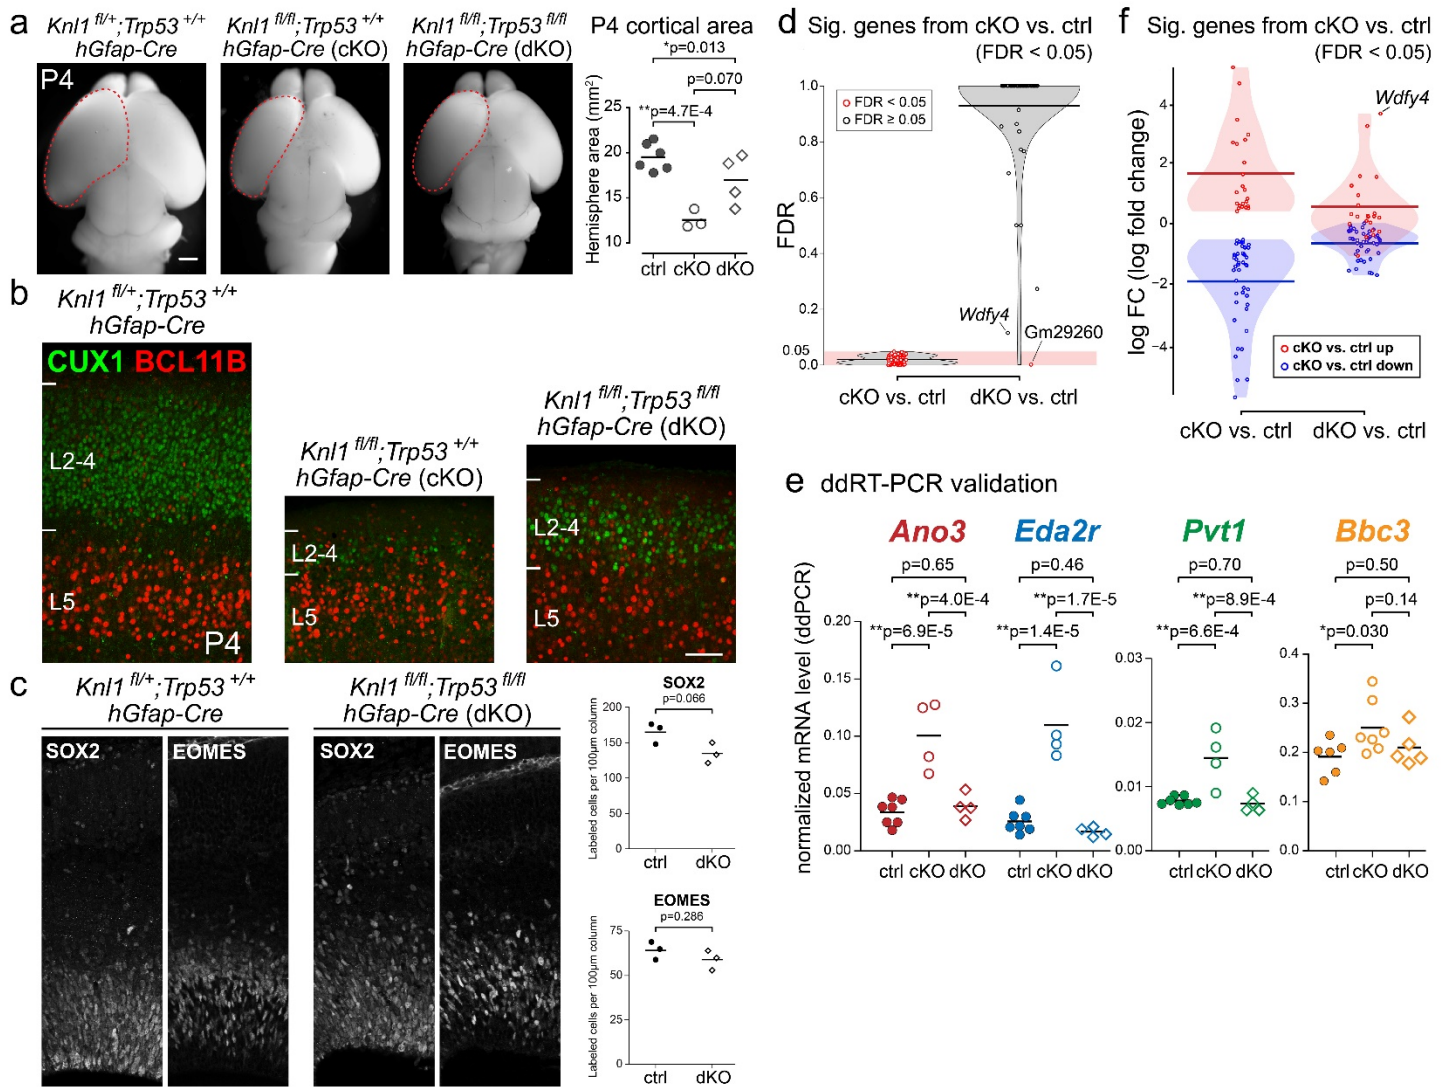

**a** Dorsal view of ctrl, cKO, and dKO P4 brain (scale bar: 1mm). The significant cortical area loss in cKO compared to littermate control (ctrl) was partially ameliorated in dKO (mean, ANOVA with post hoc *t* test, ctrl: *n*=6, cKO: *n*=3, dKO: *n*=4 animals). **b** Cortical layer marker analysis at P4 revealed no change in BCL11B+ (L5, red) neurons (scale bar: 100µm). The reduction in CUX1+ (L2-4, green) neurons in cKO compared to ctrl was partially ameliorated in dKO. **c** NPC marker analysis of E15.5 cortex revealed no significant decrease in SOX2+ apical progenitors or EOMES+ intermediate progenitors in dKO compared to ctrl (mean, two-tailed unpaired *t* test, *n*=3 animals). **d** Violin plot of all differentially expressed genes from cKO compared to ctrl, and corresponding FDR from dKO compared to ctrl. The majority of differentially expressed genes from cKO compared to ctrl were not differentially expressed in dKO compared to ctrl. **e** Analysis by ddRT-PCR validated that cKO expression changes in p53-dependent genes *Ano3*, *Eda2r*, and *Pvt1* were corrected to levels similar to ctrl in dKO (mean, ANOVA with post hoc *t* test, ctrl: *n*=7, cKO: *n*=4, dKO: *n*=4 animals). *Bbc3* (*Puma*) expression was not significantly changed in dKO compared to ctrl (ctrl: *n*=6, cKO: *n*=7, dKO: *n*=5 animals). **f** Violin plots of all significantly upregulated (red) and downregulated (blue) genes from cKO compared to ctrl, and corresponding log fold change (log FC) from dKO compared to ctrl. The majority of up- and downregulated genes from cKO compared to ctrl were not differentially expressed in dKO compared to ctrl (log FC shifted towards 0).

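In Supplementary Fig. 5d, each gene has an FDR for cKO versus ctrl and another for dKO versus ctrl. An FDR of 1 in dKO versus ctrl says that the gene was not called there. The difference between cKO and dKO is a separate comparison.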

## Supplementary Fig. 6

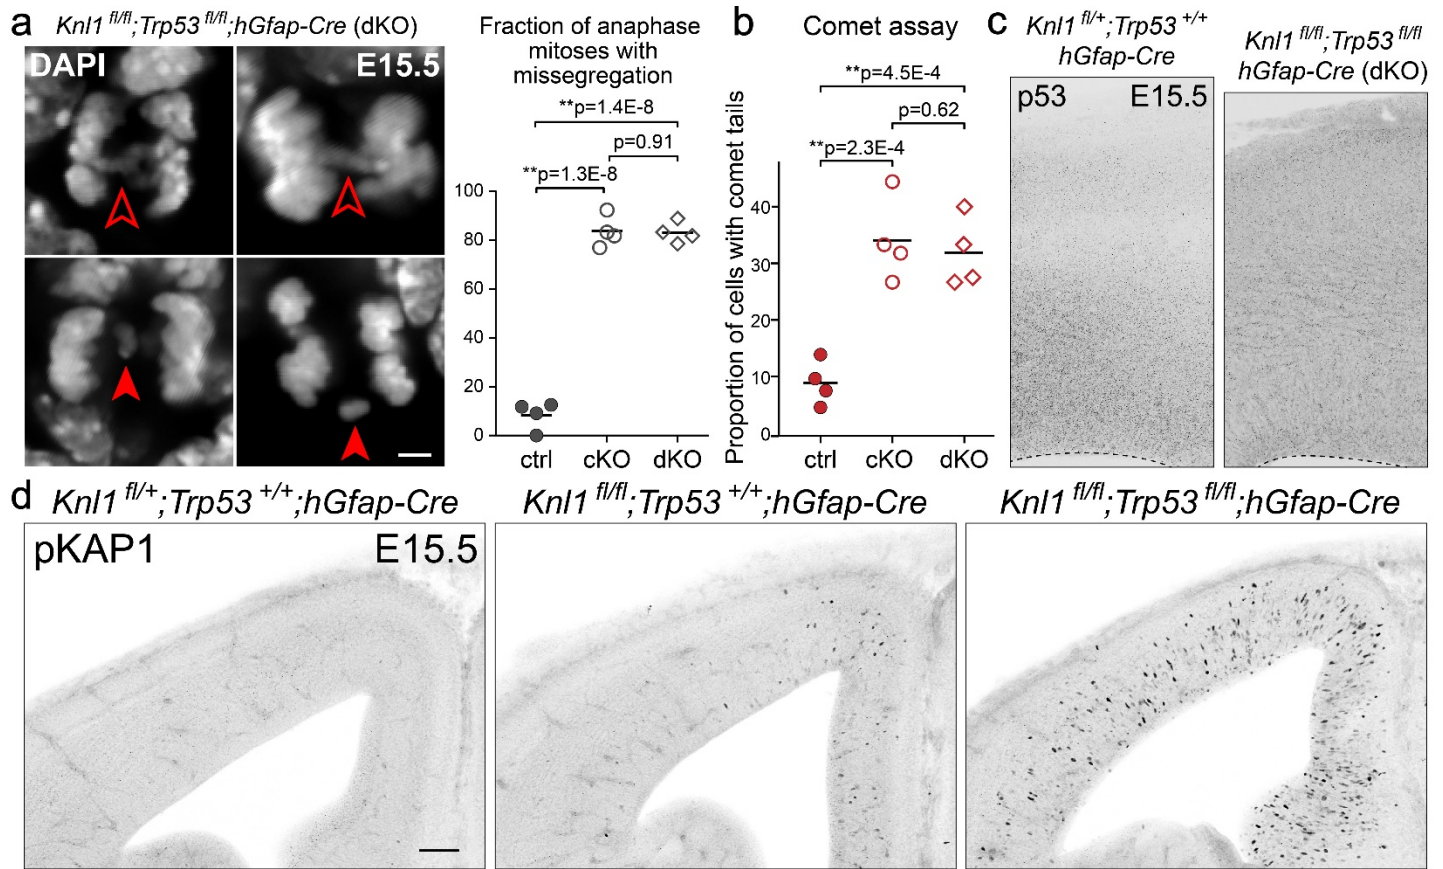

**a** Additional examples of lagging and bridged chromosomes (open arrowheads), and micronuclei (solid arrowheads) in anaphase NPCs in E15.5 dKO cortex (scale bar: 2µm). The fraction of anaphase mitoses with missegregation was significantly increased in dKO similar to cKO (mean, ANOVA with post hoc *t* test, *n*=4 animals). **b** Single cell electrophoresis comet assay showed a significant increase in comet tailing in dKO compared to ctrl (mean, ANOVA with post hoc *t* test, *n*=4 animals). **c** Immunostaining revealed no activation of p53 in E15.5 dKO cortex. **d** Immunostaining of E15.5 cortex revealed inefficient clearance of cells labeled by heterochromatic DSB marker pKAP1 in dKO (scale bar: 100µm).

## Supplementary Fig. 7

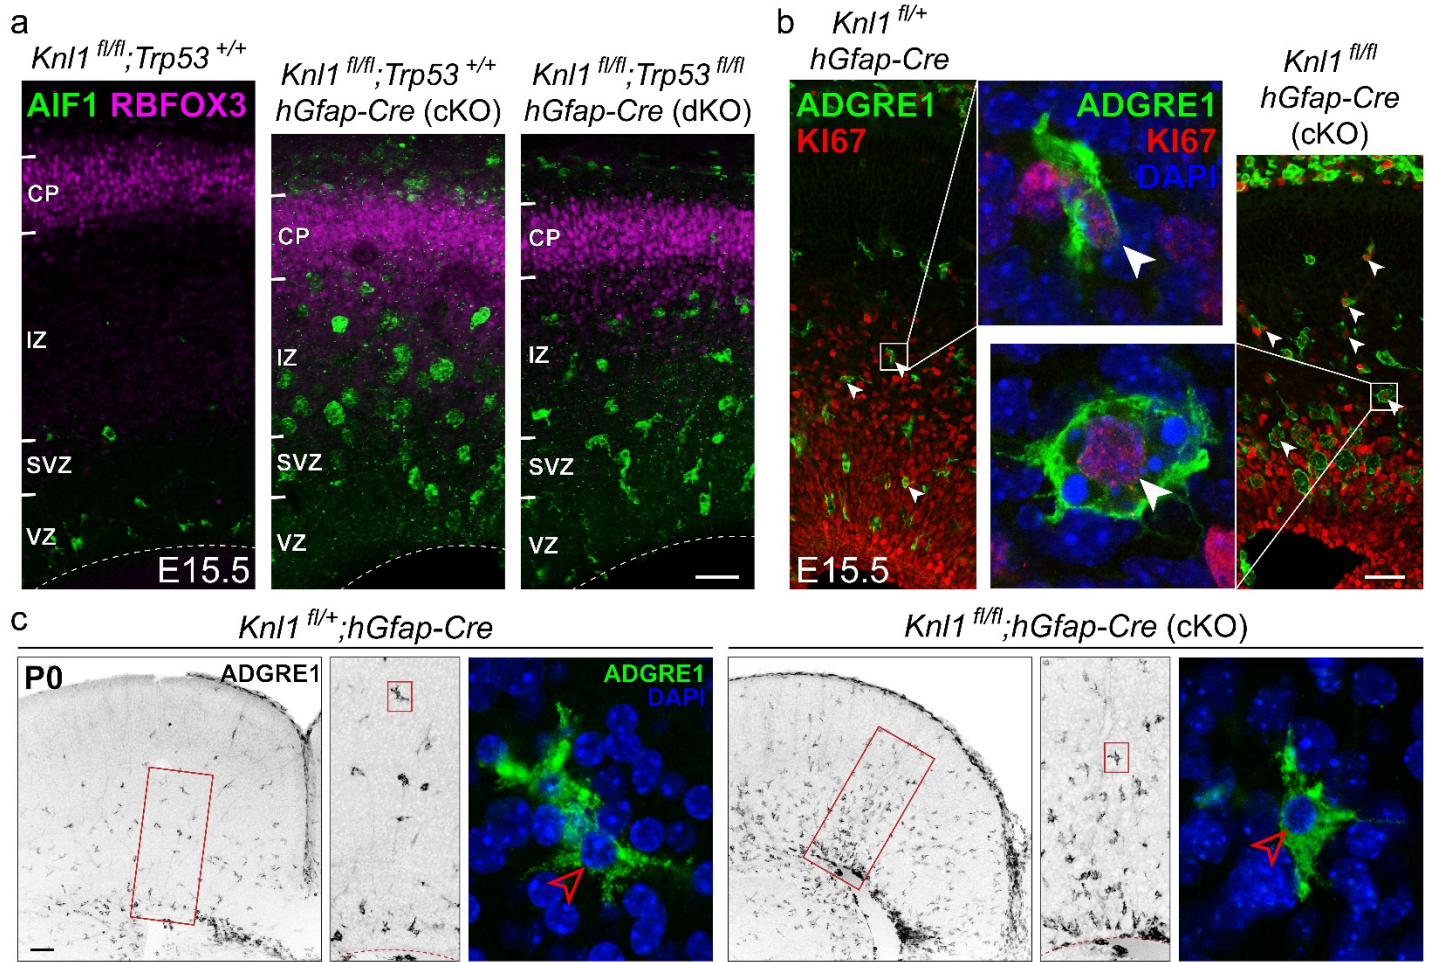

**a** AIF1 (IBA1, green) immunostaining revealed morphologic activation of microglia in E15.5 cKO and dKO cortex (scale bar: 50µm). **b** ADGRE1+ (green) microglia were immunopositive for the proliferation marker, KI67 (red), in both E15.5 ctrl and dKO cortex (scale bar: 50µm). **c** By birth (P0), ADGRE1+ microglia have returned to resting morphology and were mononuclear (open arrowheads) in the cKO (scale bar: 100µm).

## Supplementary Table 1

All significantly up- and down-regulated transcripts by UMI-RNA-seq (cKO vs. ctrl, FDR < 0.05)

| Ensembl Mouse Gene ID  | Gene symbol      | logFC | logCPM | LR     | PValue   | FDR      | p53 target | microglia | interneuron | hGFAP lineage |
|------------------------|------------------|-------|--------|--------|----------|----------|------------|-----------|-------------|---------------|
| ENSMUSG00000074968.11  | <i>Ano3</i>      | 2.08  | 4.81   | 138.85 | 4.74E-32 | 2.46E-27 |            |           |             |               |
| ENSMUSG00000097039.8   | <i>Pvt1</i>      | 1.15  | 5.23   | 58.76  | 1.79E-14 | 4.63E-10 |            |           |             |               |
| ENSMUSG00000034457.10  | <i>Eda2r</i>     | 2.70  | 2.66   | 56.39  | 5.93E-14 | 1.03E-09 |            |           |             |               |
| ENSMUSG00000004085.14  | <i>Map3k20</i>   | 0.76  | 4.77   | 26.54  | 2.59E-07 | 0.0015   |            |           |             |               |
| ENSMUSG000000046178.3  | <i>Nxph1</i>     | 0.61  | 9.09   | 22.99  | 1.63E-06 | 0.0056   |            |           |             |               |
| ENSMUSG000000021185.16 | <i>Dglucy</i>    | 1.27  | 2.76   | 22.37  | 2.25E-06 | 0.0065   |            |           |             |               |
| ENSMUSG000000023067.13 | <i>Cdkn1a</i>    | 1.68  | 2.22   | 21.72  | 3.15E-06 | 0.0080   |            |           |             |               |
| ENSMUSG000000102813.1  | NA               | 5.29  | 0.52   | 21.07  | 4.42E-06 | 0.0096   |            |           |             |               |
| ENSMUSG000000106379.1  | <i>Lhfp13</i>    | 0.55  | 7.47   | 20.49  | 5.99E-06 | 0.0111   |            |           |             |               |
| ENSMUSG000000002699.13 | <i>Lcp2</i>      | 2.75  | 1.08   | 20.57  | 5.76E-06 | 0.0111   |            |           |             |               |
| ENSMUSG000000070880.10 | <i>Gad1</i>      | 0.58  | 6.76   | 20.12  | 7.28E-06 | 0.0126   |            |           |             |               |
| ENSMUSG000000036264.9  | <i>Fstl4</i>     | 0.60  | 5.75   | 19.96  | 7.89E-06 | 0.0128   |            |           |             |               |
| ENSMUSG000000085912.1  | <i>Trp53cor1</i> | 3.01  | 0.67   | 19.07  | 1.26E-05 | 0.0170   |            |           |             |               |
| ENSMUSG000000020326.7  | <i>Ccng1</i>     | 0.85  | 3.77   | 18.22  | 1.97E-05 | 0.0237   |            |           |             |               |
| ENSMUSG000000092247.2  | NA               | 4.75  | 0.20   | 18.01  | 2.20E-05 | 0.0259   |            |           |             |               |
| ENSMUSG000000032259.8  | <i>Drd2</i>      | 1.06  | 3.16   | 17.72  | 2.56E-05 | 0.0288   |            |           |             |               |
| ENSMUSG000000097311.7  | NA               | 0.53  | 8.94   | 17.16  | 3.44E-05 | 0.0339   |            |           |             |               |
| ENSMUSG000000086665.1  | NA               | 2.84  | 0.85   | 17.18  | 3.39E-05 | 0.0339   |            |           |             |               |
| ENSMUSG000000068859.5  | <i>Sp9</i>       | 0.69  | 4.54   | 16.89  | 3.96E-05 | 0.0367   |            |           |             |               |
| ENSMUSG000000037946.11 | <i>Fgd3</i>      | 0.68  | 4.61   | 16.83  | 4.09E-05 | 0.0373   |            |           |             |               |
| ENSMUSG000000021338.17 | <i>Carmil1</i>   | 0.43  | 7.02   | 16.69  | 4.39E-05 | 0.0375   |            |           |             |               |
| ENSMUSG000000062209.15 | <i>Erbp4</i>     | 0.53  | 10.53  | 16.71  | 4.36E-05 | 0.0375   |            |           |             |               |
| ENSMUSG000000051506.16 | <i>Wdfy4</i>     | 3.52  | 0.50   | 16.70  | 4.37E-05 | 0.0375   |            |           |             |               |

| Ensembl Mouse Gene ID  | Gene symbol          | logFC | logCPM | LR    | PValue   | FDR      | p53 target | microglia | interneuron | hGFAP lineage |
|------------------------|----------------------|-------|--------|-------|----------|----------|------------|-----------|-------------|---------------|
| ENSMUSG00000001870.15  | <i>Ltbp1</i>         | -1.27 | 6.17   | 41.28 | 1.32E-10 | 1.71E-06 |            |           |             |               |
| ENSMUSG000000032446.14 | <i>Eomes</i>         | -1.01 | 5.39   | 31.31 | 2.20E-08 | 0.0002   |            |           |             |               |
| ENSMUSG000000096403.2  | NA                   | -3.47 | 0.64   | 29.43 | 5.80E-08 | 0.0005   |            |           |             |               |
| ENSMUSG000000082536.1  | NA                   | -2.23 | 2.16   | 28.10 | 1.15E-07 | 0.0009   |            |           |             |               |
| ENSMUSG000000056904.3  | NA                   | -2.62 | 1.36   | 27.13 | 1.90E-07 | 0.0012   |            |           |             |               |
| ENSMUSG000000031273.16 | <i>Col4a6</i>        | -1.35 | 2.55   | 25.78 | 3.82E-07 | 0.0018   |            |           |             |               |
| ENSMUSG000000033377.14 | <i>Palmd</i>         | -0.73 | 4.78   | 25.87 | 3.65E-07 | 0.0018   |            |           |             |               |
| ENSMUSG000000102189.1  | NA                   | -1.32 | 7.18   | 25.38 | 4.70E-07 | 0.0020   |            |           |             |               |
| ENSMUSG000000030022.14 | <i>Adamts9</i>       | -0.96 | 3.49   | 24.91 | 6.01E-07 | 0.0024   |            |           |             |               |
| ENSMUSG000000061808.3  | <i>Ttr</i>           | -5.61 | 2.65   | 24.54 | 7.26E-07 | 0.0027   |            |           |             |               |
| ENSMUSG000000100341.1  | NA                   | -2.08 | 3.88   | 22.66 | 1.93E-06 | 0.0063   |            |           |             |               |
| ENSMUSG000000028640.11 | <i>Tfap2c</i>        | -0.97 | 3.59   | 22.46 | 2.14E-06 | 0.0065   |            |           |             |               |
| ENSMUSG000000092702.2  | NA                   | -2.26 | 2.85   | 22.08 | 2.62E-06 | 0.0072   |            |           |             |               |
| ENSMUSG000000053441.4  | <i>Adamts19</i>      | -1.15 | 3.25   | 21.68 | 3.22E-06 | 0.0080   |            |           |             |               |
| ENSMUSG000000030237.14 | <i>Slco1a4</i>       | -5.06 | -0.18  | 21.50 | 3.54E-06 | 0.0084   |            |           |             |               |
| ENSMUSG000000053508.7  | <i>BC048502</i>      | -1.50 | 2.87   | 21.41 | 3.71E-06 | 0.0084   |            |           |             |               |
| ENSMUSG000000083563.1  | NA                   | -2.54 | 2.19   | 20.53 | 5.87E-06 | 0.0111   |            |           |             |               |
| ENSMUSG000000031274.16 | <i>Col4a5</i>        | -1.09 | 3.61   | 20.67 | 5.46E-06 | 0.0111   |            |           |             |               |
| ENSMUSG000000086155.7  | <i>9430041J12Rik</i> | -1.10 | 3.26   | 20.12 | 7.28E-06 | 0.0126   |            |           |             |               |
| ENSMUSG000000027217.13 | <i>Tspan18</i>       | -0.59 | 6.38   | 19.98 | 7.84E-06 | 0.0128   |            |           |             |               |
| ENSMUSG00000001911.16  | <i>Nfix</i>          | -0.68 | 8.67   | 19.76 | 8.79E-06 | 0.0138   |            |           |             |               |
| ENSMUSG000000101795.2  | NA                   | -1.84 | 0.97   | 19.56 | 9.74E-06 | 0.0149   |            |           |             |               |
| ENSMUSG000000087413.1  | NA                   | -0.78 | 6.25   | 19.46 | 1.03E-05 | 0.0153   |            |           |             |               |
| ENSMUSG000000055653.13 | <i>Gpc3</i>          | -1.02 | 3.32   | 19.37 | 1.07E-05 | 0.0155   |            |           |             |               |
| ENSMUSG000000075395.10 | <i>A630010A05Rik</i> | -5.04 | -0.33  | 19.18 | 1.19E-05 | 0.0167   |            |           |             |               |
| ENSMUSG000000047497.9  | <i>Adamts12</i>      | -1.25 | 2.39   | 19.04 | 1.28E-05 | 0.0170   |            |           |             |               |
| ENSMUSG000000059195.10 | NA                   | -2.12 | 1.72   | 18.83 | 1.43E-05 | 0.0182   |            |           |             |               |
| ENSMUSG000000040183.13 | <i>Ankrd6</i>        | -0.60 | 6.25   | 18.79 | 1.46E-05 | 0.0182   |            |           |             |               |
| ENSMUSG000000029769.16 | <i>Ccdc136</i>       | -0.54 | 5.83   | 18.77 | 1.47E-05 | 0.0182   |            |           |             |               |
| ENSMUSG000000068082.12 | <i>Grcr1</i>         | -2.76 | 1.11   | 17.74 | 2.53E-05 | 0.0288   |            |           |             |               |
| ENSMUSG000000004892.13 | <i>Bcan</i>          | -1.33 | 3.17   | 17.69 | 2.61E-05 | 0.0288   |            |           |             |               |
| ENSMUSG00000013584.5   | <i>Aldh1a2</i>       | -4.30 | -0.17  | 17.54 | 2.81E-05 | 0.0304   |            |           |             |               |
| ENSMUSG000000036617.16 | <i>Etl4</i>          | -0.52 | 7.83   | 17.49 | 2.89E-05 | 0.0306   |            |           |             |               |
| ENSMUSG000000064397.1  | NA                   | -2.22 | 4.86   | 17.30 | 3.20E-05 | 0.0332   |            |           |             |               |
| ENSMUSG000000100832.1  | <i>Gm29260</i>       | -0.60 | 8.42   | 17.14 | 3.46E-05 | 0.0339   |            |           |             |               |
| ENSMUSG000000106248.1  | NA                   | -3.12 | 0.15   | 17.08 | 3.58E-05 | 0.0344   |            |           |             |               |
| ENSMUSG000000082454.3  | NA                   | -1.38 | 2.84   | 17.04 | 3.66E-05 | 0.0345   |            |           |             |               |
| ENSMUSG000000084901.6  | <i>Gm13266</i>       | -4.04 | -0.48  | 16.69 | 4.40E-05 | 0.0375   |            |           |             |               |
| ENSMUSG00000016028.9   | <i>Celsr1</i>        | -0.78 | 6.82   | 16.56 | 4.73E-05 | 0.0396   |            |           |             |               |
| ENSMUSG000000110250.1  | NA                   | -4.05 | -0.48  | 16.49 | 4.89E-05 | 0.0403   |            |           |             |               |
| ENSMUSG000000033726.8  | <i>Emx1</i>          | -0.76 | 4.49   | 16.39 | 5.14E-05 | 0.0417   |            |           |             |               |
| ENSMUSG000000027967.8  | <i>Neurog2</i>       | -1.00 | 4.36   | 16.30 | 5.40E-05 | 0.0432   |            |           |             |               |
| ENSMUSG000000023411.11 | <i>Nfatc4</i>        | -1.50 | 2.19   | 16.24 | 5.57E-05 | 0.0438   |            |           |             |               |
| ENSMUSG000000082284.1  | NA                   | -2.33 | 0.71   | 16.12 | 5.94E-05 | 0.0460   |            |           |             |               |
| ENSMUSG000000033083.16 | <i>Tbc1d4</i>        | -0.65 | 5.13   | 16.02 | 6.26E-05 | 0.0478   |            |           |             |               |

## Supplementary Table 2

All significantly up- and down-regulated transcripts by UMI-RNA-seq (dKO vs. ctrl, FDR < 0.05)

| Ensembl Mouse Gene ID | Gene symbol          | logFC | logCPM | LR    | PValue   | FDR      | p53 target | microglia | interneuron | hGFAP lineage |
|-----------------------|----------------------|-------|--------|-------|----------|----------|------------|-----------|-------------|---------------|
| ENSMUSG00000043336.14 | <i>Filip1l</i>       | 4.77  | 4.89   | 54.36 | 1.67E-13 | 8.65E-09 |            |           |             |               |
| ENSMUSG00000065922.1  | NA                   | 5.89  | 3.60   | 46.09 | 1.13E-11 | 2.94E-07 |            |           |             |               |
| ENSMUSG00000088595.1  | NA                   | 5.63  | 3.47   | 42.86 | 5.88E-11 | 1.02E-06 |            |           |             |               |
| ENSMUSG00000106106.2  | NA                   | 4.81  | 5.64   | 42.23 | 8.10E-11 | 1.05E-06 |            |           |             |               |
| ENSMUSG00000035202.8  | <i>Lars2</i>         | 3.23  | 8.08   | 36.71 | 1.37E-09 | 1.43E-05 |            |           |             |               |
| ENSMUSG00000086324.8  | NA                   | 3.65  | 6.02   | 33.95 | 5.66E-09 | 4.90E-05 |            |           |             |               |
| ENSMUSG00000005087.17 | <i>Cd44</i>          | 3.69  | 4.69   | 31.48 | 2.01E-08 | 0.0001   |            |           |             |               |
| ENSMUSG00000096780.7  | NA                   | 1.34  | 3.59   | 30.25 | 3.80E-08 | 0.0002   |            |           |             |               |
| ENSMUSG00000021665.8  | <i>Hexb</i>          | 3.49  | 6.53   | 28.25 | 1.06E-07 | 0.0006   |            |           |             |               |
| ENSMUSG00000102349.1  | NA                   | 3.09  | 3.37   | 28.19 | 1.10E-07 | 0.0006   |            |           |             |               |
| ENSMUSG00000098178.1  | NA                   | 3.11  | 11.71  | 28.01 | 1.20E-07 | 0.0006   |            |           |             |               |
| ENSMUSG00000050377.7  | <i>Il31ra</i>        | 3.42  | 4.94   | 26.28 | 2.95E-07 | 0.0012   |            |           |             |               |
| ENSMUSG00000100832.1  | Gm29260              | -0.63 | 8.40   | 25.69 | 4.00E-07 | 0.0015   |            |           |             |               |
| ENSMUSG00000022748.7  | <i>Cmss1</i>         | 2.91  | 10.07  | 25.19 | 5.19E-07 | 0.0018   |            |           |             |               |
| ENSMUSG00000097625.1  | NA                   | 2.54  | 4.85   | 23.51 | 1.24E-06 | 0.0040   |            |           |             |               |
| ENSMUSG00000084998.1  | NA                   | 2.87  | 3.20   | 23.26 | 1.42E-06 | 0.0043   |            |           |             |               |
| ENSMUSG00000086805.9  | NA                   | 3.97  | 1.39   | 23.03 | 1.59E-06 | 0.0046   |            |           |             |               |
| ENSMUSG00000090625.1  | NA                   | 3.38  | 3.03   | 22.47 | 2.13E-06 | 0.0058   |            |           |             |               |
| ENSMUSG00000079564.3  | Gm11149              | 3.97  | 2.50   | 21.97 | 2.77E-06 | 0.0072   |            |           |             |               |
| ENSMUSG00000085560.2  | NA                   | 3.93  | 2.04   | 20.47 | 6.06E-06 | 0.0150   |            |           |             |               |
| ENSMUSG00000015843.10 | <i>Rxrg</i>          | 1.37  | 3.64   | 20.11 | 7.32E-06 | 0.0173   |            |           |             |               |
| ENSMUSG00000047419.5  | <i>Cmya5</i>         | 1.51  | 2.48   | 20.00 | 7.73E-06 | 0.0174   |            |           |             |               |
| ENSMUSG00000069917.7  | <i>Hba-a2</i>        | 1.98  | 2.02   | 19.50 | 1.00E-05 | 0.0217   |            |           |             |               |
| ENSMUSG00000097267.1  | <i>1700109K24Rik</i> | 4.33  | 1.89   | 19.24 | 1.15E-05 | 0.0239   |            |           |             |               |
| ENSMUSG00000091390.1  | NA                   | 4.00  | 1.50   | 17.96 | 2.25E-05 | 0.0450   |            |           |             |               |

Supplementary Table 3

All significantly up- and down-regulated genes from cKO vs. ctrl (FDR < 0.05)

| Ensembl Mouse Gene ID  | Gene symbol | cKO vs. ctrl |          | dKO vs. ctrl |        | p53 target | microglia | interneuron | hGFAP lineage |
|------------------------|-------------|--------------|----------|--------------|--------|------------|-----------|-------------|---------------|
|                        |             | logFC        | FDR      | logFC        | FDR    |            |           |             |               |
| ENSMUSG00000074968.11  | Ano3        | 2.08         | 2.46E-27 | 0.63         | 1.0000 |            |           |             |               |
| ENSMUSG00000097039.8   | Pvt1        | 1.15         | 4.63E-10 | 0.26         | 1.0000 |            |           |             |               |
| ENSMUSG00000034457.10  | Eda2r       | 2.70         | 1.03E-09 | -0.38        | 1.0000 |            |           |             |               |
| ENSMUSG00000004085.14  | Map3k20     | 0.76         | 0.0015   | -0.22        | 1.0000 |            |           |             |               |
| ENSMUSG000000046178.3  | Nxph1       | 0.61         | 0.0056   | 0.24         | 1.0000 |            |           |             |               |
| ENSMUSG000000021185.16 | Dglucy      | 1.27         | 0.0065   | 0.00         | 1.0000 |            |           |             |               |
| ENSMUSG000000023067.13 | Cdkn1a      | 1.68         | 0.0080   | -0.26        | 1.0000 |            |           |             |               |
| ENSMUSG000000106379.1  | Lhfp13      | 0.55         | 0.0111   | 0.25         | 1.0000 |            |           |             |               |
| ENSMUSG000000002699.13 | Lcp2        | 2.75         | 0.0111   | 1.61         | 1.0000 |            |           |             |               |
| ENSMUSG000000070880.10 | Gad1        | 0.58         | 0.0126   | 0.10         | 1.0000 |            |           |             |               |
| ENSMUSG000000036264.9  | Fstl4       | 0.60         | 0.0128   | 0.25         | 1.0000 |            |           |             |               |
| ENSMUSG000000085912.1  | Trp53cor1   | 3.01         | 0.0170   | 1.59         | 1.0000 |            |           |             |               |
| ENSMUSG000000020326.7  | Ccng1       | 0.85         | 0.0237   | -0.45        | 1.0000 |            |           |             |               |
| ENSMUSG000000032259.8  | Drd2        | 1.06         | 0.0288   | 0.97         | 0.5006 |            |           |             |               |
| ENSMUSG000000068859.5  | Sp9         | 0.69         | 0.0367   | 0.33         | 1.0000 |            |           |             |               |
| ENSMUSG000000037946.11 | Fgd3        | 0.68         | 0.0373   | 0.27         | 1.0000 |            |           |             |               |
| ENSMUSG000000021338.17 | Camil1      | 0.43         | 0.0375   | 0.35         | 0.7657 |            |           |             |               |
| ENSMUSG000000062209.15 | Erbp4       | 0.53         | 0.0375   | 0.04         | 1.0000 |            |           |             |               |
| ENSMUSG000000051506.16 | Wdfy4       | 3.52         | 0.0375   | 3.72         | 0.1149 |            |           |             |               |

| Ensembl Mouse Gene Stable ID | Gene symbol   | cKO vs. ctrl |          | dKO vs. ctrl |        | p53 target | microglia | interneuron | hGFAP lineage |
|------------------------------|---------------|--------------|----------|--------------|--------|------------|-----------|-------------|---------------|
|                              |               | logFC        | FDR      | logFC        | FDR    |            |           |             |               |
| ENSMUSG000000001870.15       | Ltbp1         | -1.27        | 1.71E-06 | -0.48        | 1.0000 |            |           |             |               |
| ENSMUSG000000032446.14       | Eomes         | -1.01        | 0.0002   | -0.51        | 0.9137 |            |           |             |               |
| ENSMUSG000000031273.16       | Col4a6        | -1.35        | 0.0018   | -0.38        | 1.0000 |            |           |             |               |
| ENSMUSG000000033377.14       | Palmd         | -0.73        | 0.0018   | -0.23        | 1.0000 |            |           |             |               |
| ENSMUSG000000030022.14       | Adamts9       | -0.96        | 0.0024   | -0.25        | 1.0000 |            |           |             |               |
| ENSMUSG000000061808.3        | Ttr           | -5.61        | 0.0027   | -0.55        | 1.0000 |            |           |             |               |
| ENSMUSG000000028640.11       | Tfap2c        | -0.97        | 0.0065   | -0.59        | 1.0000 |            |           |             |               |
| ENSMUSG000000053441.4        | Adamts19      | -1.15        | 0.0080   | -0.60        | 1.0000 |            |           |             |               |
| ENSMUSG000000030237.14       | Slco1a4       | -5.06        | 0.0084   | -1.23        | 1.0000 |            |           |             |               |
| ENSMUSG000000053508.7        | BC048502      | -1.50        | 0.0084   | -0.85        | 1.0000 |            |           |             |               |
| ENSMUSG000000031274.16       | Col4a5        | -1.09        | 0.0111   | -0.42        | 1.0000 |            |           |             |               |
| ENSMUSG000000086155.7        | 9430041J12Rik | -1.10        | 0.0126   | -0.87        | 0.7719 |            |           |             |               |
| ENSMUSG000000027217.13       | Tspan18       | -0.59        | 0.0128   | -0.19        | 1.0000 |            |           |             |               |
| ENSMUSG000000001911.16       | Nfix          | -0.68        | 0.0138   | -0.25        | 1.0000 |            |           |             |               |
| ENSMUSG000000055653.13       | Gpc3          | -1.02        | 0.0155   | -0.12        | 1.0000 |            |           |             |               |
| ENSMUSG000000075395.10       | A630010A05Rik | -5.04        | 0.0167   | -1.59        | 1.0000 |            |           |             |               |
| ENSMUSG000000047497.9        | Adamts12      | -1.25        | 0.0170   | 0.01         | 1.0000 |            |           |             |               |
| ENSMUSG000000040183.13       | Ankrd6        | -0.60        | 0.0182   | -0.47        | 0.5003 |            |           |             |               |
| ENSMUSG000000029769.16       | Ccdc136       | -0.54        | 0.0182   | -0.16        | 1.0000 |            |           |             |               |
| ENSMUSG000000068082.12       | Grxcr1        | -2.76        | 0.0288   | -1.52        | 1.0000 |            |           |             |               |
| ENSMUSG000000004892.13       | Bcan          | -1.33        | 0.0288   | -0.43        | 1.0000 |            |           |             |               |
| ENSMUSG000000013584.5        | Aldh1a2       | -4.30        | 0.0304   | -0.27        | 1.0000 |            |           |             |               |
| ENSMUSG000000036617.16       | Etl4          | -0.52        | 0.0306   | -0.50        | 0.2724 |            |           |             |               |
| ENSMUSG0000000100832.1       | Gm29260       | -0.60        | 0.0339   | -0.63        | 0.0015 |            |           |             |               |
| ENSMUSG000000084901.6        | Gm13266       | -4.04        | 0.0375   | -1.60        | 1.0000 |            |           |             |               |
| ENSMUSG000000016028.9        | Celsr1        | -0.78        | 0.0396   | -0.53        | 0.8632 |            |           |             |               |
| ENSMUSG000000033726.8        | Emx1          | -0.76        | 0.0417   | -0.23        | 1.0000 |            |           |             |               |
| ENSMUSG000000027967.8        | Neurog2       | -1.00        | 0.0432   | -0.63        | 0.6869 |            |           |             |               |
| ENSMUSG000000023411.11       | Nfatc4        | -1.50        | 0.0438   | -0.39        | 1.0000 |            |           |             |               |
| ENSMUSG000000033083.16       | Tbc1d4        | -0.65        | 0.0478   | -0.49        | 0.8547 |            |           |             |               |

# Supplementary material for: Robust elimination of genome-damaged cells safeguards against brain somatic aneuploidy following Knl1 deletion
**Source:** Nat Commun. 2019 Jun 13;10:2588. doi: 10.1038/s41467-019-10411-w
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.

#### Data analysis

RNA-seq libraries were generated using a previously described ClickSeq procedure (Routh et al., 2015). RNA-seq data were subject to quality control check using FastQC v0.11.5 (<https://www.bioinformatics.babraham.ac.uk/projects/download.html#fastqc>). Adapter trimming was performed using cutadapt version 1.13 (<http://cutadapt.readthedocs.io/en/stable/guide.html>). Processed reads were aligned to the GENCODE GRCm38/mm10 reference genome ([https://www.encodegenes.org/mouse\\_releases/current.html](https://www.encodegenes.org/mouse_releases/current.html)) with STAR (v2.5.2a) and deduplicated according to UMI using UMI-tools (v0.5.3) (Dobin et al., 2013; Smith et al., 2017). Read counts were obtained with htseq-count (v0.6.1p1) with intersection-nonempty mode (Anders et al., 2015). Differential expression was determined with edgeR (Robinson et al., 2010). The p-value was calculated with likelihood ratio tests and the adjusted p-value for multiple testing was calculated using the Benjamini-Hochberg procedure, which controls false discovery rate (FDR). All RNA-seq data have been deposited in the GEO database (GSE114956).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Provide your data availability statement here.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size. Sample size was determined based on literature in the field and at least three animals per group for each analysis.                                                                                                                                                                                       |
| Data exclusions | For RNA-seq data, low quality reads and non-uniquely mapped reads were discarded. No data were excluded from any other analysis.                                                                                                                                                                                                                                        |
| Replication     | The reproducibility of our conclusions was verified by replication and orthogonal methods. RNA-seq data were validated using ddPCR and immunostaining. Pyknosis and CC3 were used to assess apoptosis. pKAP1 and gH2AX were used to assess DNA damage. Cortical area and thickness were used to assess brain size. ADGRE1 and AIF1 were used to characterize microglia. |
| Randomization   | Randomization was not relevant to this study. Experimental groups were based on genotype.                                                                                                                                                                                                                                                                               |
| Blinding        | Blinding was not used for this study. The mutant phenotypes were robust and obvious at both macroscopic and microscopic levels of analysis. True blinding was not possible.                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The primary antibodies used in this study: rabbit anti-SOX2 (Millipore, 1:500), rat anti-SOX2 (Thermo Fisher Scientific, 1:500), rat anti-EOMES (TBR2) (Thermo Fisher Scientific, 1:500), chicken anti-RBFOX3 (NEUN) (Millipore, 1:500), rabbit anti-cleaved Caspase-3 (CC3) (Cell Signaling Technology, 1:500), mouse anti-VIM (phospho-Ser55) (Enzo Life Sciences, 1:500), rat anti-BCL11B (Abcam, 1:500), rabbit anti-CUX1 (Santa Cruz Biotechnology, 1:250), rabbit anti-KI67 (Abcam, 1:250), rabbit anti-p53 (Leica Microsystems, 1:250), rabbit anti-histone H2A.X (phospho-Ser139) (Cell Signaling Technology, 1:250), rabbit anti-IBA1 (AIF1) (Wako, 1:500), rabbit anti-ADGRE1 (F4/80) (Abcam, 1:500), goat anti-POU3F2 (BRN2) (Santa Cruz Biotechnology, 1:250), rabbit anti-TBR1 (Abcam, 1:500), rabbit anti-phospho KAP1(S824) (Bethyl, 1:500), mouse anti-SATB2 (Abcam, 1:500), rat anti-CldU (Accurate Chemical and Scientific Corporation, 1:250), chicken anti-GFP (Abcam, 1:500), rabbit anti-GFP (Thermo Fisher Scientific, 1:500). |
| Validation      | All antibodies that were used have been validated in previous published studies. These studies are listed in the manufacturers' websites.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Laboratory mice were used in this study. Mice of mixed genetic background were used. To generate the Casc5 conditional allele, a conditional-ready lacZ reporter Casc5 allele (Kn1tm1a(EUCOMM)Hmgu; EUCOMM (HEPD0665_2_E05)) was obtained from EUCOMM and recovered from cryopreserved spermatozoa at the University of Michigan Transgenic Core. The Casc5 <sup>fl/fl</sup> conditional allele was generated by crossing with a Flpo recombinase transgene to remove the neomycin resistance gene |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

cassette from the germline via FRT site recombination. The *Casc5<sup>fl/fl</sup>* mice were used to generate conditional mutants. Additional mice used in this study are: *p53<sup>LoxP</sup>* (The Jackson Laboratory, Stock No: 008462), *ROSA26<sup>Flpo</sup>* (The Jackson Laboratory, Stock No: 012930), *hGFAP-Cre* (The Jackson Laboratory, Stock No: 004600), *Emx1-Cre* (The Jackson Laboratory, Stock No: 005628). Animals of both sexes were used. The ages of the animals were as described. All experiments were carried out in accordance with a protocol approved by the University of Michigan Institutional Animal Care & Use Committee.

## Wild animals

Wild animals were not used in this study.

## Field-collected samples

Field-collected samples were not used in this study.

## Ethics oversight

All experiments were carried out in accordance with a protocol approved by the University of Michigan Institutional Animal Care & Use Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

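The E15.5 cortex of 7 ctrl, 4 *Knl1* cKO and 4 *Knl1* *Trp53* dKO mice was measured by UMI RNA-seq in 16 libraries of 15 mice. The authors trimmed the Click-seq reads with cutadapt, aligned them with STAR to the GENCODE GRCm38/mm10 genome, collapsed PCR copies with UMI-tools and counted reads on genes with htseq-count in its intersection-nonempty mode. The counts they deposited are whole numbers of deduplicated reads per gene and library, without normalization. The release of the gene annotation they used is not named in the paper's text. Identifiers were matched to a GENCODE annotation of GRCm38, which gave symbols, coordinates and biotypes for 51633 of the listed genes. Coordinates are counted from 1.

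Conditions, litters, sexes and batches were taken from the labels of the samples and the paper. The labels list 5 cKO libraries for 4 cKO mice, and libraries S2 and S2b were used as 1 mouse, because the study counts 15 mice for 16 libraries. Their counts were added together. The 5 summary lines that htseq-count adds to each file were left out.

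Each comparison, cKO versus ctrl, dKO versus ctrl and cKO versus dKO, was fitted on the counts of its own 2 groups with edgeR 4.0.16 in R 4.3.3. The fit used TMM normalization, dispersions from estimateDisp, a negative binomial generalized linear model (glmFit) and likelihood ratio tests (glmLRT), without covariates and over all listed genes. FDR values are Benjamini–Hochberg adjusted. Log fold changes are on the log2 scale. CPM values were calculated from the deposited counts with TMM scaling over all 15 mice. Scores of gene sets are means over genes of log2 CPM with a prior count of 2, compared between groups with two-sided exact permutation tests over mice. The gene sets are lists of marker genes written from general knowledge, and a set of myelin and mature glia genes was added after seeing the data. Single-gene levels are given with the SD over mice.

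The genes named in the text are every gene that the paper's text or the RNA-seq panels of Figs. 3 and 5 name from the RNA-seq, the deleted genes *Knl1* and *Trp53*, and for each of the 3 comparisons the 3 genes with the smallest p among those higher and the 3 among those lower. Genes of the added sets are given as set summaries or in the closing section.

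The fit was tested on simulated data. Counts were drawn for the listed genes from the means and library sizes of the real mice, with a dispersion of 0.05, and 200 genes were changed. The changed genes were taken from those above 10 CPM, and their changes were larger than those of the interneuronal genes of Fig. 3b. No difference between batches or litters was simulated. What was recovered therefore does not speak for genes at a few CPM or for smaller changes. With the direction kept, 164 of the 200 were recovered in the cKO versus ctrl design, 155 in the dKO versus ctrl design and 149 in the cKO versus dKO design, and 5, 3 and 4 unchanged genes were called. In the simulation, TMM shifted the log fold change of unchanged genes by a median of 0.091, 0.033 and 0.037 in the 3 designs.

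The depth differed between groups. Totals were between 399832 and 3266227 counts in ctrl, 4178461 and 8800987 in cKO and 552186 and 5396803 in dKO. Without TMM scaling, 3 counts were 7.50 CPM in the mouse with the fewest counts and 0.341 CPM in the one with the most. Genes at a few CPM could therefore be seen in cKO and not in the shallow ctrl mice. Reads with the same UMI count once, and the floors cover counting error only.

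The alternatives tried were edgeR's quasi-likelihood F test, DESeq2 1.42.0 with its own size factors, size factors of the RLE type in edgeR, genes that pass edgeR's filterByExpr, all 3 groups in one fit, and batch, sex or litter as a covariate. Further alternatives were wild-type ctrl mice only, mice of one batch only, the S2 libraries separately or one at a time, a prior count of 0.5 for scores, and leaving out each mouse in turn. These were fixed before the data were examined. One more, with the S2 libraries separate and the htseq-count summary lines kept, was chosen after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. ERCC spike-in counts, ddRT-PCR and imaging were not analysed here.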

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

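The tests of explanations in this part were chosen only after the result was seen, and the one for RNA of older brain tissue was prompted by a high *Mbp* in ctrl mouse T5 and set down before its score was computed.

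Among the groups of 4 to 7 mice examined for the named genes, a single mouse stood apart by Dixon's ratio in 14 of 111 groups, where chance gives about 1 in 20. Several of these fall on the same mice, so the groups are not independent. Ctrl mouse T5 was at 33.3 CPM for *Ano3*, where the other ctrl mice were between 11.3 and 14.2 CPM, and at 2.22 CPM for *Trp53cor1* from a single count. Ctrl mouse S1 was at 67.9 CPM for *Ltbp1* (others 129 to 204) and at 0.543 CPM for *Gm42609* from a single count. Ctrl mouse T4 was at 0.941 CPM for *Wdfy4*, also from a single count. cKO mouse S2 was at 0.910 CPM for *Wdfy4* (others 2.23 to 2.27) and at 80.4 CPM for *Knl1* (others 50.0 to 51.8), where its ctrl littermates S1 and S3 were at 68.4 and 72.2 CPM. dKO mouse F7 was at 851 CPM for *Nxph1* (others 667 to 680) and at 14.7 CPM for *Onecut2* (others 18.2 to 19.0). dKO mouse T8 was at 5.54 CPM for *Ccng1* (others 9.51 to 10.3) and at 20.3 CPM for *Fgd3* (others 32.2 to 33.2). dKO mouse T2 was at 64.6 CPM for *Neurod6* (others 115 to 121). cKO mouse F3 was at 43.6 CPM for *n-R5-8s1*, where the other cKO mice had no count, and at 35.7 CPM for *Gm24601*, where they were at 0.114 CPM or below. No explanation was tested for the values of S1, T4, S2, T2, T8 and F7.

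In ctrl mouse T5, a female, 4 Y-linked genes were at 12.3% of the mean of the male mice, from 17 counts. The other female mice were at most at 3.30%. *Xist* in T5 was at 1145 CPM, where the other females were at 956 CPM or above and the males at 16.3 CPM or below, which goes against a mislabelled sample. A mixed sample is a candidate explanation. A score of 18 genes of myelin and mature glia, listed after a high *Mbp* in T5 had been seen and without the genes looked at in T5 by then, was 0.65 above the highest of the other 14 mice on the log2 scale, whose whole range was 0.51. *Mbp* was at 427 CPM in T5 and at most at 67.7 CPM elsewhere. The values are in line with RNA of older brain tissue in this library, and this remains a hypothesis. No biological explanation was tested, and it was not tested whether the same RNA raises *Ano3* in T5.

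The gene *Gt(ROSA)26Sor* (chromosome 6 of GRCm38, from 113067428 to 113077333) was higher in dKO than in ctrl, with a log fold change of 1.97 (standard error 0.39, edgeR FDR = 8.6e-04), and is not in the paper's Supplementary Table 2. It was at 126 to 146 CPM in the 3 mice of litter 4, with cKO mouse F3 at 146 CPM, and at 11.1 to 28.2 CPM in the other 12 mice. The dKO mice of litter 3 were at most at 16.6 CPM, within the ctrl range, which goes against co-deletion of *Trp53*. A difference of litter 4 from the other litters is a candidate explanation. Whether that difference is technical or genetic was not tested.

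The rise in litter 4 extended to other genes. Of the 25 genes higher in dKO than in ctrl, cKO mouse F3 was above every ctrl mouse for 16, both dKO mice of litter 4 for 20, and both dKO mice of litter 3 for 2. A difference of litter 4 from the other litters may account for most of the 25 genes, and the 2 genes go against co-deletion of *Trp53* as their general source. T2 and T8 had fewer counts than F1 and F7, which limits what they can show. Genes that overlap ribosomal RNA made up 5.66% and 2.80% of the counts in F1 and F3. In each of the other mice they made up less than 1%, and F7, at 0.918%, was within the range of the mice outside litter 4. By the mean log2 CPM of these 10 genes, F7 did stand apart. It was 9.17 in F1, 8.03 in F3 and 7.14 in F7, and at most 5.84 (ctrl mouse S3) outside litter 4. *n-R5-8s1* and *Gm24601* were high in the same 3 mice. The cKO mice of other litters, 5, 7 and S2, were above every ctrl mouse for 2, 1 and 0 of the 25 genes. This goes against *Knl1* deletion as the general source of these genes. Litter 4 held no ctrl mouse, so within it litter and genotype cannot be told apart.

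In cKO, 10 genes were higher than in ctrl that are not in the paper's Supplementary Table 1, at edgeR FDR values of 0.0101 to 0.0470. For each of the 10, cKO mouse F3 was above every ctrl mouse. F3 was the highest cKO mouse for 4 of them, *Cd44*, *Lars2*, *Gm15564* and *Plk2*. The first 3 were at 145, 1475 and 370.0 CPM in F3 and at most at 5.50, 68.3 and 11.8 CPM in the other cKO mice, so that these differences rest on 1 mouse. All 3 mice of litter 4 were above every ctrl mouse for these 3 genes, and litter 4 is a candidate explanation here as for the 16 genes above. *Plk2* is also one of the 17 p53 target genes outside Fig. 3b that were scored together. No explanation was tested for the other 7.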

How the results depend on the processing

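The setting that keeps the htseq-count summary lines was chosen only after the values were seen, and no other test in this part was.

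Each alternative named with the processing, and each fit that left out 1 of the 15 mice, was run where it applied to the groups compared. The p53 target score in cKO versus ctrl kept its direction and its side of the 0.05 threshold (exact permutation tests) under each alternative run for it, with differences of 1.45 to 1.87. The microglial marker scores of the 3 comparisons also kept their direction and their side of the threshold. Single batches were not among these alternatives for scores. The cKO versus ctrl difference within batch 1 was 1.65 for the p53 target score and 0.40 for the microglial score (exact permutation p = 0.1 for each, the smallest that 3 mice against 3 allow). For cKO mouse F3 in batch 3 they were 1.18 and 0.37 (exact permutation p = 0.25 for each, the smallest that 1 mouse against 3 allows). The median log fold change in dKO of genes lower in cKO moved by less than the spread of the dKO mice, between −0.63 and −0.20 over the alternatives and between −0.87 and −0.34 over the fits that left out 1 mouse.

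The numbers of genes depended on the processing, and the cause was not tested. For cKO versus ctrl (83 genes), edgeR's quasi-likelihood F test gave 352, DESeq2 144, genes that pass filterByExpr 138, all 3 groups in one fit 49, wild-type ctrl mice only 16, and one batch only 13. Litter as a covariate gave 120, sex as a covariate 113, RLE size factors 96 and batch as a covariate 77. Across the 11 fits that left out 1 mouse it went from 17 to 373. For dKO versus ctrl (26 genes), the quasi-likelihood F test gave 113, DESeq2 3, filterByExpr 14, all 3 groups in one fit 14, batch as a covariate 17, litter as a covariate 4, and wild-type ctrl mice only 17, with 17 to 59 across the fits that left out 1 mouse. Of the 4 genes with litter as a covariate, *Mbp*, *Cst3* and *Camk2n1* were lower in dKO, and each was far higher in ctrl mouse T5 (427, 82.2 and 167 CPM) than in any other mouse (at most 67.7, 18.5 and 45.4 CPM). For cKO versus dKO (27 genes), the quasi-likelihood F test gave 184, DESeq2 11, filterByExpr 14, all 3 groups in one fit 14, batch as a covariate 3, sex as a covariate 44, and separate S2 libraries 41, with 6 to 179 across the fits that left out 1 mouse. The added setting, with the S2 libraries separate and the htseq-count summary lines kept, gave 44. The genes at an FDR below 0.05 in both comparisons with ctrl (4) were 42 with the quasi-likelihood F test, 2 with DESeq2, 1 with all 3 groups in one fit, 2 with sex as a covariate, and 1 each with litter as a covariate, wild-type ctrl mice only, separate S2 libraries and the added setting. With one batch only there were 0, where 3 of the 13 genes were at an unadjusted p below 0.05 in dKO. The range over the fits that left out 1 mouse was 1 to 13.

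The median log fold change in dKO of genes higher in cKO (0.30) was reversed with one batch only, at −0.33, and went from 0.24 to 3.11 across the fits that left out 1 mouse. The 3.11 came from the fit without cKO mouse 5, with 11 genes higher in cKO. It was the value of 1 gene, *Gm42418*, which ranged from 585 to 20405 CPM among the cKO mice. That end of the range therefore says little about the genes higher in cKO as a set. The p53 target score in dKO versus ctrl (0.094) was −0.073 with batch as a covariate (exact permutation p = 0.771). In cKO versus dKO (1.41) it was 1.26 with batch as a covariate (exact permutation p = 0.2, the smallest this design allows). The cause was not tested.

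For the named genes, 57 log fold changes gave 1282 values under alternatives. Of these, 1069 kept their direction and their side of the FDR threshold, 169 were no longer past it, 23 newly passed it and 21 changed direction, and the cause was not tested. *Neurod6* in cKO versus ctrl was −0.13 with litter as a covariate and −0.059 with one batch only, and went from −0.017 without cKO mouse F3 to 0.23 without ctrl mouse 6. *Knl1* in cKO versus ctrl was 0.12 with litter as a covariate and 0.11 with one batch only. The others were in dKO versus ctrl. With litter as a covariate, *Map3k20* was 0.26, *Trp53cor1* −3.14, *Lcp2* −3.01, *Emx1* 0.16, *Trp53* 0.35, *Filip1l* −0.78 and *Gm24601* −3.08. Litter 4 held no ctrl mouse, so these values rest on dKO mice T2 and T8 against ctrl mice T3, T4 and T5. In those mice *Trp53cor1* and *Gm24601* had only 1 count, in T5, and *Lcp2* only 1, in T4. *Trp53* was 0.073 with batch as a covariate and 0.064 with one batch only. *Dglucy* was 0.022 with the quasi-likelihood F test, 0.044 with all 3 groups in one fit, 0.078 with wild-type ctrl mice only and 1.5e-04 with the added setting. Over the fits that left out 1 mouse it went from −0.24 without dKO mouse T8 to 0.36 without ctrl mouse T3, and was also above 0 without ctrl mouse T5 (0.095) and without dKO mouse F7 (0.27). All 21 values that changed direction had an edgeR FDR of 1.

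The depth limits genes at a few CPM. Without TMM scaling, 3 counts are 7.50 CPM in the ctrl mouse with the fewest counts, and with it 7.00 CPM. Both are above the mean level of *Lcp2*, *Wdfy4*, *Trp53cor1*, *Cdkn1a* and *Eda2r* in ctrl.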

Differences from the paper's values

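The setting that keeps the htseq-count summary lines was chosen only after the values were seen, and no other test in this part was.

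The number of cKO versus ctrl genes at an FDR below 0.05 that were also at an FDR below 0.05 in dKO versus ctrl was 4, against the paper's 1. Of the alternatives set before the data were examined, all 3 groups in one fit, litter as a covariate, wild-type ctrl mice only, and the S2 libraries as separate samples gave a count of 1. With litter as a covariate the 1 gene was *Gm47283*, and *Gm29260*, the paper's gene, had an edgeR FDR of 0.382 in dKO. With wild-type ctrl mice only the 1 gene was *Wdfy4*, and *Gm29260* had an edgeR FDR of 0.0767 in cKO. Leaving out ctrl mouse T3, ctrl mouse T5, cKO mouse F3 or dKO mouse F1 gave 1 as well, and leaving out any other mouse did not. The quasi-likelihood F test gave 42, DESeq2 2, RLE size factors 3, filterByExpr 5, batch as a covariate 3, sex as a covariate 2, library S2 only 4 and library S2b only 4. Mice of one batch only gave 0, where 3 of the 13 genes were at an unadjusted p below 0.05 in dKO. The setting with the S2 libraries separate and the htseq-count summary lines kept also gave 1, and it was chosen after seeing the values. *Gm29260* had a negative log fold change in cKO and in dKO under each of these settings.

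The number of genes in cKO versus ctrl was 83, against the paper's 68 transcripts, and in dKO versus ctrl it was 26, against the paper's 25. The alternative with separate S2 libraries gave 68 genes in cKO versus ctrl, 18 higher and 50 lower. The setting chosen after seeing the values also gave 68, 23 higher and 45 lower. In dKO versus ctrl, leaving out ctrl mouse 6 or ctrl mouse S1 gave 25.

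The paper's Supplementary Table 1 lists *Sp9* and *Fgd3* among the genes past its FDR threshold. Their edgeR FDR values here were 0.0617 and 0.0703. Those of *Gm13067*, *Grxcr1* and *Gm23624*, which it also lists, were 0.0676, 0.0555 and 0.0676. Fig. 3a marks *Neurod6* among the genes lower in cKO. Its log fold change here was 0.10 (edgeR FDR of 1), and that of *Neurog2*, which the supplementary table lists, was −1.19 (edgeR FDR = 0.00564). The text names *Cdkn1a* and *Ccng1* at a looser FDR threshold than the genes of Fig. 3b. The paper's Supplementary Table 1 and Fig. 3b nevertheless list both among the genes at an FDR below 0.05. Here their edgeR FDR values were 0.00366 and 0.0427, also below 0.05, so this difference lies within the paper.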

Other observations

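The counts of splits, the thinning test and the test of counting over whole genes were chosen before their results were seen, and all other tests in this part only after.

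Other splits of the same mice were fitted in the same way. For cKO versus ctrl, 4 of 100 splits drawn from the 330 possible gave at least 83 genes at an FDR below 0.05, the real one included. The others gave 572, 186 and 126 genes. The splits with 572 and 186 genes grouped cKO mice 5, 7 and F3 with ctrl mouse 6 or T5. For dKO versus ctrl, 14 of 100 drawn splits gave at least 26 genes. All 9 drawn splits with F1 and F7 together in the group of 4, the real one included, were among these, and the largest counts were 85 and 83. A difference of litter 4 from the other litters could give such counts, as cKO mouse F3 was above every ctrl mouse for 16 of the 25 genes higher in dKO. Litter 4 held no ctrl mouse, so within it litter and genotype cannot be told apart by these counts. Litter 3 held 3 ctrl and 2 dKO mice, and the fit with litter as a covariate gave 4 genes. For cKO versus dKO, 6 of all 35 splits gave at least 27 genes, so that other groupings of these mice give as many. The largest count, 349, came from cKO mice 5, 7 and F3 with dKO mouse F7. Of the 5 splits that keep the 3 mice of litter 4 in one group, 4 gave at least 27 genes (150, 99, 53 and 38) and the fifth gave 20. Litter 4 held mice of both genotypes, and by the number of genes alone a grouping by litter 4 and one by genotype cannot be told apart.

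Every cKO mouse had a higher total than every ctrl mouse. When every mouse was thinned to 399832 counts, all 83 genes kept their direction, 30 genes were at an FDR below 0.05 and 1479 at an unadjusted p below 0.05. A kept direction of most genes had been set in advance as speaking against depth, and that reading was dropped after the result was seen. The thinned counts come from the same data, so that a kept direction was close to fixed in advance and shows no stability, and the 83 genes cannot be told apart from a difference in depth by this test. The p53 target score was then 0.75 higher in cKO (two-sided exact permutation p = 0.00303, the smallest that 4 mice against 7 allow). The prior count of 2 weighs more against thinned counts and shrinks differences. The 0.75 is therefore not on the scale of the 1.50 from the full counts, and their gap is no measure of depth. The number of genes was 19 in dKO versus ctrl and 2 in cKO versus dKO.

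Of the 53 genes lower in cKO, 10 are annotated as pseudogenes, with a mean log2 difference from ctrl of −1.72. Over the 11 mice that were not cKO, their mean log2 CPM ran against the log10 of the total count, with r = −0.961 (two-sided permutation p = 2.0e-05) and rho = −0.982 (permutation p = 1.0e-05, the smallest that the permutations can give). Without the 2 mice farthest from the median total, r was −0.930. With the misc_RNA gene *Gm24514*, which was part of the set as first tested, r was −0.967 (permutation p = 1.0e-05). These were 2 relations, with Benjamini–Hochberg adjusted values of 2.0e-05 for both r. The genes were picked for being lower in cKO than in the same ctrl mice. The relation is consistent with the depth as a source of their difference, and a lower level from *Knl1* deletion was not tested apart from it.

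*Ttr* was lower in cKO than in ctrl (log fold change of −5.61, edgeR FDR = 0.00652) and varied from 0 to 53.2 CPM between ctrl mice. Choroid plexus tissue in some dissections is a candidate explanation. A score of 9 other choroid plexus genes was −0.11 in cKO versus ctrl (two-sided exact permutation p = 0.503), and 0.11 with a prior count of 0.5 (p = 0.700 from the same exact test), so that the *Ttr* difference cannot be told apart from it.

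Unnamed genes such as *Gm26745* (20.2 CPM) and *Gm42609* (5.24 CPM) were highest in dKO mouse F7. *Gm26745* was also at 13.3 CPM in T2 and 9.24 CPM in T8, above every ctrl and cKO mouse, so that a property of the F7 library alone does not cover it. Genes opposite a protein-coding gene took 0.483% of its counts, where the other mice were between 0.314% and 0.381%. Of its reads 13.3% fell on no gene, where the other mice were between 5.95% and 11.2%. Reads on the strand opposite to transcribed genes and reads from genomic DNA are candidate explanations, and both remain. No biological explanation was tested.

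*Sox2* (chromosome 3 of GRCm38, from 34650405 to 34652461) was listed at 0 in every library. Of its exon bases, 0% lie in exons of another gene on the same strand, which goes against shared exons. Reads counted over whole genes in place of exons is a candidate explanation. Of the 439 protein-coding genes inside another gene on the same strand, 96.8% (425) were listed at 0, against 18.6% (3982 of 21354) of the other protein-coding genes. A 0 for such a gene cannot be read as no expression.

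With the S2 libraries as separate samples and the htseq-count summary lines kept, a setting looked for with the paper's values at hand, all 68 transcripts of the paper's Supplementary Table 1 were at an FDR below 0.05 and no other gene was. The largest difference in log fold change from the paper's values was 0.00681. In dKO versus ctrl all 25 transcripts of the paper's Supplementary Table 2 were at an FDR below 0.05, as were *Gt(ROSA)26Sor* (edgeR FDR = 8.0e-04) and *Gm26745* (edgeR FDR = 0.0499). The 68 transcripts are in line with such an input table for cKO versus ctrl.

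Further gene sets were compared over mice with two-sided exact permutation tests, with Benjamini–Hochberg adjustment over 45 tests. A score of 17 p53 target genes outside Fig. 3b was 0.56 higher in cKO than in ctrl (exact p = 0.00303, adjusted p = 0.0227, 4 of 4 cKO mice above every ctrl mouse). It was 0.55 higher in cKO than in dKO (exact p = 0.0286, the smallest that 4 mice against 4 allow, adjusted p = 0.0804, 4 of 4 cKO mice above every dKO mouse), and in dKO versus ctrl it was 0.012 (exact p = 0.945). Within batch 1 the cKO versus ctrl difference was 0.67 (exact p = 0.1, the smallest that 3 mice against 3 allow). A score of 12 interneuronal genes outside Fig. 3b was 0.54 higher in cKO than in ctrl (exact p = 0.0242, adjusted p = 0.0804, 0 of 4 cKO mice above every ctrl mouse), and 0.51 within batch 1 (exact p = 0.4). A score of 7 intermediate progenitor genes other than *Eomes* was −0.61 in cKO versus ctrl (exact p = 0.0182, adjusted p = 0.0804, 3 of 4 cKO mice below every ctrl mouse), and −0.44 within batch 1 (exact p = 0.3). In cKO versus dKO it was −0.26 (exact p = 0.4), so that a return after co-deletion of *Trp53* was not shown. With RLE size factors and with a prior count of 0.5 these differences kept their direction. Within batch 3, cKO mouse F3 differed from the mean of the 3 ctrl mice in the same direction, by 0.46, 0.65 and −1.00 for the p53 target, interneuronal and intermediate progenitor scores. For the p53 target score, dKO mouse F7, with 5396803 counts, was at 3.00. The cKO mice, 3 of which had fewer counts, were at 3.30 or above. This goes against depth alone, though it rests on F7. For the interneuronal score F7 was at 5.01 and the cKO mice at 5.17 or above. That gap is smaller than the SD of the dKO mice (0.18), and dKO mouse T8 was also at 5.17, so it does not rule out depth. The cKO versus dKO difference in the interneuronal score was 0.27 (exact permutation p = 0.0286, adjusted p = 0.0804). With RLE size factors its exact permutation p was 0.0857. For the intermediate progenitor score depth was not ruled out.

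A score of 5 erythrocyte genes was 0.98 higher in dKO than in ctrl (two-sided exact permutation p = 0.00303, adjusted p = 0.0227, 4 of 4 dKO mice above every ctrl mouse), and 1.17 higher within batch 3 (exact permutation p = 0.0286, the smallest that 4 mice against 3 allow). It was also higher in cKO than in ctrl, by 0.54 (exact permutation p = 0.0182, adjusted p = 0.0804), and by 0.43 within batch 1 (exact permutation p = 0.2). In cKO versus dKO it was −0.44 (exact permutation p = 0.0286, adjusted p = 0.0804), and −0.46 with a prior count of 0.5 (exact permutation p = 0.0857). Within batch 3, cKO mouse F3 differed from the mean of the dKO mice by −0.51. No explanation was tested for it.

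The sex by genotype interaction was at an FDR below 0.05 for 9 genes in cKO versus ctrl, none of them named in the text, with 1610 at an unadjusted p below 0.05. In dKO versus ctrl there were 0, with 709 at an unadjusted p below 0.05.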
